# Differential regulation of Effector and Regulatory T cell function by Blimp1

**DOI:** 10.1038/s41598-017-12171-3

**Published:** 2017-09-21

**Authors:** Rashmi Bankoti, Chihiro Ogawa, Truc Nguyen, Lena Emadi, Michael Couse, Soofia Salehi, Xuemo Fan, Deepti Dhall, Yizhou Wang, Jordan Brown, Vincent Funari, Jie Tang, Gislâine A. Martins

## Abstract

The transcriptional regulator Blimp1 plays crucial roles in controlling terminal differentiation in several lineages. In T cells, Blimp1 is expressed in both effector (Teff) and regulatory (Treg) cells, and mice with T cell-specific deletion of Blimp1 (Blimp1CKO mice) spontaneously develop severe intestinal inflammation, indicating a crucial role for Blimp1 in T cell homeostasis regulation. Blimp1 has been shown to function as a direct activator of the *Il10* gene and although its requirement for IL10 expression has been demonstrated in both Treg and Teff cells under inflammatory conditions, the intrinsic requirement of Blimp1 for homeostatic maintenance of these T cell subsets had not been investigated. Using mice with Foxp3^+^ Treg-cell specific deletion of Blimp1 and other approaches, here we show that Foxp3^+^ Treg cell-intrinsic expression of Blimp1 is required to control Treg and Teff cells homeostasis but, unexpectedly, it is dispensable to prevent development of severe spontaneous intestinal inflammation. In addition, we show that Blimp1 controls common and unique aspects of Treg and Teff cell function by differentially regulating gene expression in these T cell subsets. These findings document previously unappreciated aspects of Blimp1’s role in T cell biology and shed light on the intricate mechanisms regulating Treg and Teff cell function.

## Introduction

The transcription factor B-lymphocyte-induced maturation protein-1(Blimp1/PRDI-BFI) encoded by the *Prdm*1 gene plays crucial roles in the terminal differentiation of many different cell types^1,2^. Blimp1 is expressed in several hematopoietic lineages, including B and T lymphocytes, and myeloid cells^1^. Blimp1 was initially thought to function only as a repressor of gene expression. More recent studies^3,4^ however, indicate that Blimp1 can also function as an activator of gene expression. In T cells, Blimp1 regulates differentiation of follicular helper T cells^5^, IL10 expression in Foxp3^+^^3,6^ and Foxp3^−^^2,7–11^ T cells and CD8^+^ T cells effector/memory differentiation^12–14^, thus playing non-redundant roles in the function of both effector (Teff) and regulatory (Treg) cells.

Mice with T-cell-specific deletion of Blimp1 spontaneously develop chronic intestinal inflammation that resembles human inflammatory bowel disease (IBD)^6^, suggesting that Blimp1 could be a crucial regulator of T cell homeostasis. In line with that, Genome-wide-association studies GWAS have shown the association of polymorphisms in the *Prdm1* gene and IBD^15^ and other chronic inflammatory conditions in humans, including Rheumatoid Arthritis (RA) and Systemic Lupus Erythematosus (SLE)^16^.

Despite these associations and the dramatic phenotype of mice with T cell-specific Blimp1 deficiency, the mechanisms underlying Blimp1’s role in regulating T cell homeostasis are not fully understood and the intrinsic role of Blimp1 in regulating Teff and Treg cell function under homeostatic conditions has not been addressed *in vivo*.

In the present study, we have used a combination of different approaches to investigate Blimp1’s intrinsic roles in controlling Teff and Foxp3^+^ regulatory (Treg) cell gene expression and function *in vivo*. Our findings reveal that Blimp1 controls common and unique aspects of Teff and Treg cell function, regulating a substantial amount of unique target genes in each cell type. We also show that, differently from the severe inflammatory phenotype observed in mice with T cell-specific (CD4^cre^ or LCK^cre^-mediated) deletion of Blimp, Foxp3^+^ Treg cell-specific deletion of Blimp1 leads to only mild intestinal inflammation, highlining a Treg-cell independent role for Blimp1 in controlling Teff cell homeostasis.

## Results

### Homeostatic expression of Blimp1 is more frequent amongst Treg than Teff cells

To begin to evaluate Blimp1’s requirement for Foxp3^+^ Treg and Foxp3^−^ Teff cells function, we first confirmed Blimp1 mRNA and protein expression in different Teff and Foxp3^+^ Treg cell subsets. We evaluated *in vitro*-derived inducible (i) Foxp3^+^ T cells and naturally occurring (n) Foxp3^+^ Treg cells side-by-side with *in vitro* derived Th1 and Th17 cells, which we have previously reported to express high and low levels of Blimp1, respectively^17^. For these experiments, we used Th17 cells differentiated under standard conditions (addition of recombinant IL23 and TGFβ) which we^17^ and others^7,8^ have previously reported to express very little to none Blimp. We have also included Th17 cells differentiated under pathogenic conditions (i.e. presence of added rMuIL23 and neutralizing anti-TGFβ antibodies), which were previously reported by Jain *et al*.^18^, to have substantial expression of Blimp1. As expected, we found that nTreg cells expressed high levels of Blimp1 mRNA and protein, which were slightly reduced in comparison to Th1 cells, but significantly higher than Th17 cells and pathogenic Th17 cells (Fig. 1A). Foxp3^+^ *in vitro*-derived iTreg cells on the other hand, expressed very little Blimp1 in comparison with nTreg and effector Th1 cells. In fact, Blimp1mRNA expression in iTreg was as low as observed in Th17 cells and Blimp1 protein was undetectable by western blotting (Fig. 1A), most likely as a result of TGFβ presence in the cultures, which can inhibit Blimp1 expression in T cells^17^. It is also possible that the differential expression of Blimp1 in Foxp3^+^ n and iTreg subsets could be due to different levels of IRF4 expression, as IRF4 has been previously shown to serve as direct activator of Blimp1 expression in Treg cells^3^ but these possibilities remain to be tested.

**Figure 1:**
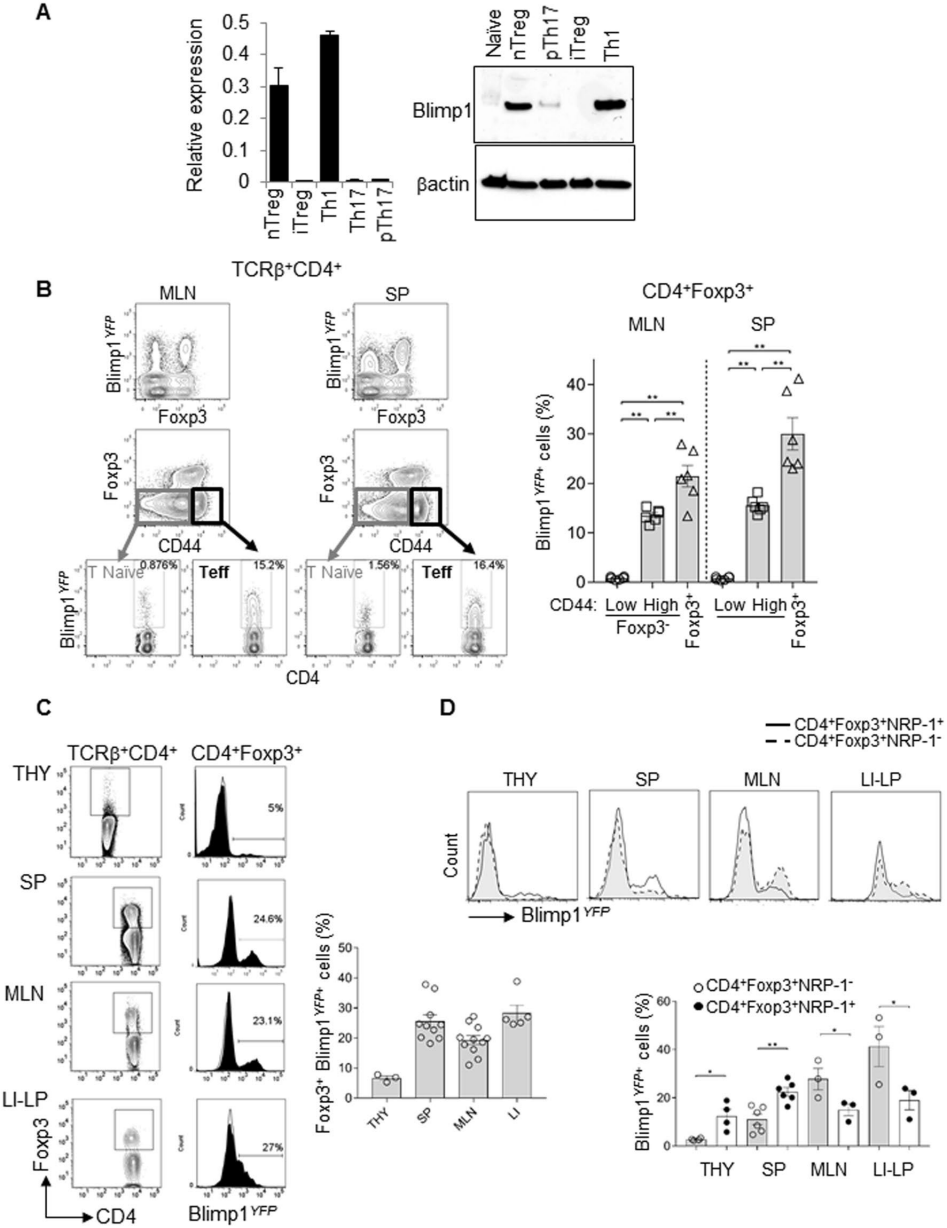
Blimp1 expression in CD4^+^ effector and Foxp3^+^ Treg cells under homeostatic conditions. (**A**) Quantitative Real time-PCR (qRT-PCR) analysis *Prdm1* (*Blimp1*) mRNA (relative to β2-microglobulin) (left) and Western blotting (right) of CD4^+^ Foxp3^*GFP*+^ Treg (nTreg) sorted from Ctrl Foxp3^*GFP*^ mice or *in vitro* differentiated Treg (iTreg,), Th1, Th17 or pathogenic (p) Th17 cells differentiated from naïve cells from the same mice (C57BL/6). (N = 3 mice/group, qPCR and N = 2 mice/sample, Western blotting). (**B**) FACS plot shows *Prdm1* mRNA expression (as reported by YFP, Blimp1^*YFP*^) among peripheral Treg (Foxp3^+^ as determined by intracellular staining of Foxp3 protein), effector (Foxp3^−^ CD44^high^) and naïve (Foxp3^−^ CD44^low^) TCRβ^+^ CD4^+^ cells in mesenteric lymph nodes (MLN, left) and spleen (SP, right). Bar graph shows the average percentage of Blimp1^*YFP*+^ cells among TCRβ^+^ CD4^+^ Foxp3^+^, TCRβ^+^ CD4^+^ Foxp3^−^ CD44^high^ or TCRβ^+^ CD4^+^ Foxp3^−^ CD44^low^ cells. (**C**) FACS plots and histograms overlay show percent of Blimp1^*YFP*+^ cells in gated TCRβ^+^ CD4^+^ Foxp3^+^ cells from thymus (THY), spleen (SP), mesenteric lymph nodes (MLN) and large (LI) intestines lamina propria (LP) from control (open histogram) and Blimp1^*YFP*^ (filled histogram) mice. Gating of Foxp3^+^ cells (as determined by intracellular staining of Foxp3 protein) is shown in FACS plots on the left. Cumulative data from several mice is shown on graph (right). (**D**) FACS histograms show analysis of Blimp1^*YFP*^ expression in gated TCRβ^+^ CD4^+^ Foxp3^+^ Neuropilin-1 (Nrp-1)^+^ (full line, empty histograms) and TCRβ^+^ CD4^+^ Foxp3^+^ Nrp-1^−^ (dashed line, filled histograms) cells in THY, SP, MLN and LI-LP from Blimp1^*YFP*^ mice. Lower panel shows percent of Blimp1^*YFP*+^ cells in CD4^+^ Foxp3^+^ Nrp-1^+^ (filled circles) and CD4^+^ Foxp3^+^ Nrp-1^−^ (open circles) cells iin different organs. For all graphs, each symbol represents one mouse. (N = 2–11 mice/group). *P < 0.05 and **P < 0.01, one-way ANOVA (**B**) and paired *t*- test (**C**). Error bars indicate SEM.

Analysis of Blimp1 expression under homeostatic conditions by Flow cytometry in cells from Blimp1-YFP reporter mice further confirmed previous reports^3,6,19^ of substantial expression of Blimp1 in peripheral CD4^+^ Foxp3^+^ Treg and CD44^high^ Teff cells in comparison to CD4^+^ CD44^low^ naïve T cells (Fig. 1B). Direct comparison of Blimp1 (YFP) expression in Foxp3^+^ Treg and Foxp3^−^ CD44^high^ Teff cells revealed that the frequency of Blimp1-expressing cells is significantly higher in Treg than in Teff (Foxp3^−^ CD44^high^ cells) in both spleen (SP) and mesenteric lymph nodes (MLN) (Fig. 1B), suggesting a stronger requirement for Blimp1 in Treg than in Teff cells in peripheral lymphoid tissues. Thus, under homeostatic conditions *in vivo*, Blimp1 expression is more frequent in Foxp3^+^ Treg cells than in Foxp3^−^ Teff cells.

### Variable expression of Blimp1 at the single cell and population levels in Foxp3^+^ Treg cells

Although previous studies^3,6^ have reported evaluation of Blimp1 expression in Treg cells, the simultaneous expression of Blimp1 and Foxp3 has not been systematically evaluated at the single cells level under homeostatic conditions before. Thus, we next assessed Blimp1 expression in Foxp3^+^ Treg cells at different sites, including lymphoid and non-lymphoid tissues. We found that the frequency of Blimp1-expressing Foxp3^+^ Treg cells is higher in the periphery than in the thymus (Fig. 1C). Blimp1-expressing Foxp3^+^ peripheral Treg were predominant in the intestinal lamina propria, especially in the large intestines. In line with previous observations that Blimp1 is preferentially expressed in activated/effector T cells^6^, Blimp1-expressing Foxp3^+^ Treg cells also from the SP and MLN expressed high levels of the activation marker CD44 (Suppl. Figure 1A). Evaluation of Neuropilin-1 (NRP-1) expression, which has been shown by some^20,21^ but not all studies^22^ to be preferentially associated with Thymus-developed (t) Treg cells, revealed that although both NRP1^+^ and NRP1^−^ Foxp3^+^ peripheral Treg cells expressed Blimp1, the frequency of Blimp1expressors in these subsets varied at different sites. The frequency of NRP-1^+^ Foxp3^+^ Treg cells expressing Blimp1 was significantly higher than their counterpart (NRP-1^−^ Foxp3^+^) in both, THY and SP, whereas in the MLN and LI-LP, the frequency of Blimp1-expressing cells was significantly higher amongst NRP1^-^ Foxp3^+^ Treg cells than in the NRP-1^−^ cells (Fig. 1D). Thus, Nrp1^+^ and Nrp1^−^ Foxp3^+^ Treg cells express Blimp1. This observation, together with our finding that Blimp1 expression can be also detected in thymus, albeit in a small percentage of Foxp3^+^ cells, suggests that Blimp1 is expressed in both thymic and peripherally-originated Foxp3^+^ Treg cells.

As expected from the fact that Blimp1 is required for IL10 expression by both Foxp3^+^ and Foxp3^−^ Teff cells, analysis of Blimp1 expression in Foxp3^*GFP*−^ IL10^*Thy1.1*+^ cells^23^ isolated from IL10-reporter^24^ crossed to Foxp3^*GFP*^mice showed similar levels of *Prdm1* mRNA in IL10-expressing Foxp3^+^ and Foxp3^−^ CD4^+^ T cells (Suppl. Figure 1B). Thus, except for *in vitro*-derived iTreg cells, all Foxp3^+^ Treg subsets have measurable Blimp1 expression under homeostatic conditions, albeit expression levels vary at different locations.

To gain further insight into the functional characteristics of Blimp1-expressing peripheral Treg cells, we simultaneously analyzed the expression of Blimp1 and the regulatory cytokines IL10 and TGFβ mRNA at the single cell level in *in vitro* stimulated Foxp3^+^ Treg cells. We sort purified CD4^+^ CD25^high^ cells from the spleen and lymph nodes from naïve mice and stimulated the cells *in vitro* with PMA and ionomycin to evaluate cytokine production upon TCR stimulation. Once stimulated, cells were then single sorted and submitted to quantitative real time PCR analysis using Fluidigm Dynamic arrays, which allowed simultaneous measurement of the expression of *Foxp3, Prdm1* (*Blimp1*), *Il10*, *Tgfb* and four different housekeeping genes (*B2m, Hprt, Hsp90ab1*, and *Ubc*) mRNA at the single cell level. These generated expression data for 96 single cells. After excluding failed reactions and cells that did not have expression of at least 3 of out of four housekeeping genes, we retained expression data for 71 single cells for data analysis.

Our analysis revealed that 100% of the cells expressed high levels of Foxp3 mRNA, as expected from our sorting strategy. However, differently from the observed at steady-state conditions, in which approximately 10–30% of Foxp3^+^ Treg cells express *Prdm1* mRNA (as reported by YFP expression) (Fig. 1B,C) the majority (89.4%) of TCR-stimulated Foxp3^+^ cells expressed measurable amounts of *Prdm1* mRNA in our single cell PCR analysis (Fig. 2A,B). This observation was also confirmed by analysis of Blimp1 expression by qRT-PCR (using different *Prdm1* primer sets) in bulk Foxp3^+^ and Foxp3^+^ BlimpYFP^-^ Treg cells which showed increased Blimp1 expression upon *in vitro* TCR stimulation (Suppl. Figure 2A). Expression of *Tgfb* and *Il10*, which have been previously associated with Treg cell function was detected in a smaller proportion of the cells: 31.9% of the cells were *Tgfb* ^+^ and 21.3% were *Il10* ^+^ (Fig. 2A), with 7.0% of the cells simultaneously expressing both *Il10* and *Tgfb*, suggesting that effector Treg cells might be composed of different effector subsets, with differential capability for cytokine production.

**Figure 2:**
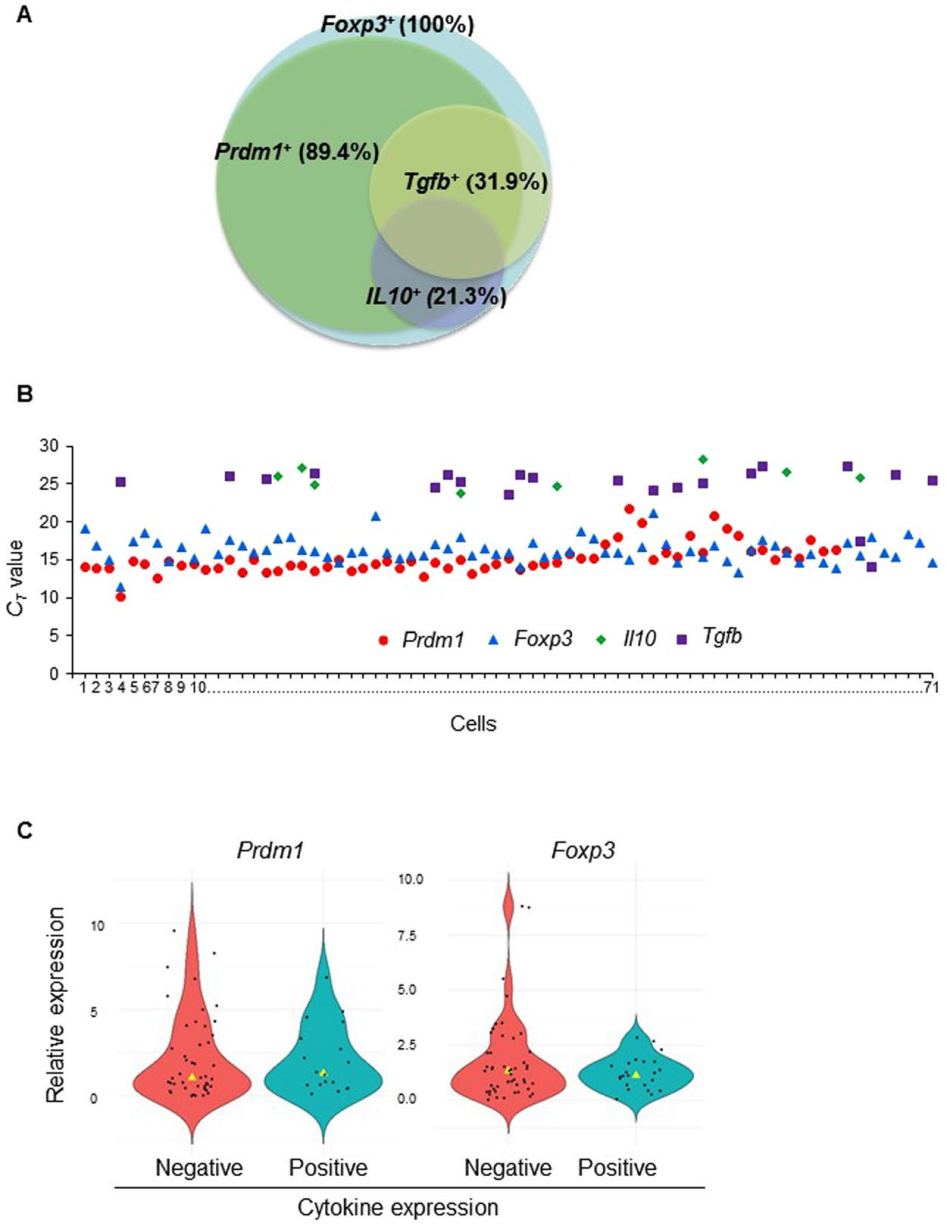
Single cell qRT-PCR analysis of *Prdm1* (*Blimp1*) expression in Treg cells. (**A**) Venn diagram showing frequency of *Foxp3*, *Prdm1*, *Il10* and *Tgfb*-expressing cells in all analyzed CD4^+^ CD25^high^ T cells single cells. (**B**) *C*_*t*_ values of *Foxp3*, *Prdm1*, *Tgfb* and *Il10* in all CD4^+^ CD25^high^ T cells analyzed. Each symbol represents one cell. (**C**) Violin plots showing relative expression of *Prdm1* (left) and *Foxp3* (right) in cells that expressed (positive) or lacked (negative) cytokines (*Tgfb* and or *Il10*) expression. Each circle indicates one cell. Yellow triangles indicate median.

Although the majority of *Il10* and/or *Tgfb*-expressing cells also expressed *Prdm1*, 23.8% of all *Tgfb* ^+^ cells (7.1% of total) were *Prdm1* ^−^ and 10% of all *Il10* ^+^ cells (1.4% of the total Foxp3^+^ cells) were *Prdm1* ^−^ (Fig. 2A). Further analysis showed that expression of both *Foxp3* and *Prdm1* were highly variable (Fig. 2B) and only weakly correlated at the single cell level (Suppl. Figure 2B). Despite the variation in the levels of *Prdm1* mRNA expression in the Foxp3^+^ Treg cells, and the fact that most cytokine-expressing cells were *Prdm1* ^+^, we found no correlation between the levels of *Prdm1* and *Tgfb* or *Il10* expression (Suppl. Figure 2B). Moreover, *Prdm1* and *Foxp3* mRNA expression levels were not significantly different amongst *Il10* and or *Tgfb*-expressing cells (Fig. 2C). Thus, expression of *Prdm1* mRNA is variable and it does not fully correlate with expression of the regulatory cytokines *Il10* and *Tgfb* mRNA at the single cell level in Foxp3^+^ Treg cells. Future single cells analysis studies focusing on the simultaneous evaluation of protein levels of Blimp1 and Treg-specific effector molecules should help to further understand the requirements of Blimp1 for Foxp3^+^ Treg cell function.

### Foxp3^+^ Treg cells-intrinsic expression of Blimp1 is required to control Treg cell homeostasis

The results described above showing high expression of Blimp1 in Foxp3^+^ Treg cells under homeostatic conditions and further induction upon TCR stimulation, together with previous observations that Blimp1 is required for peripheral T cell homeostasis^6,25^ led us to enquire if intrinsic expression of Blimp1 in Foxp3^+^ Treg cells was required to maintain their homeostasis. To test this, we crossed our previously described *Prdm1* ^F/F^ mice^6^ with mice expressing knocked-in yellow fluorescent protein (YFP)/iCre-recombinase fusion protein from the *Foxp3* locus without disrupting expression of the endogenous *Foxp3* gene (Foxp3^YFP/cre^)^26^ to generate mice with Foxp3^+^ Treg cell-specific deletion of Blimp1 (Foxp3^cre^CKO). We first confirmed that deletion of *Prdm1* in these mice was Foxp3^+^ Treg cell-specific and found that in Foxp3CRECKO mice expression of *Prdm1* mRNA is significantly elevated in Teff cells as compared to Teff cells from Ctrl mice (Fig. 3A and Suppl. Figure 3A). We next evaluated and compared the frequency and absolute numbers of Foxp3^+^ Treg cells in the lymphoid organs and peripheral tissues of these mice with the observed in *Prdm1* ^F/F^ mice crossed with CD4^cre^ mice in which Blimp1 is deleted in all T cells^17,19^ (CD4^cre^CKO mice). Our results revealed that similarly to the observed in CD4^cre^CKO mice, Foxp3^cre^CKO mice had increased frequencies of Foxp3^+^ Treg cells in the periphery (Fig. 3B), indicating that the regulation of Treg cell homeostasis by Blimp1 is a cell-intrinsic effect. In addition, we found that in both CD4^cre^CKO and Foxp3^cre^CKO mice although the frequency of Foxp3^+^ Treg cells is increased in SP, MLN and LI-LP, it was not altered in the thymus, indicating that Blimp1 is required for the homeostasis of peripheral but not for thymus -derived Treg cells (Fig. 3B). As a control for CRE expression in these experiments we also evaluated the frequency and absolute numbers of Foxp3^+^ Treg cells in *Prdm1* ^*F/F*^ *, Prdm1* ^+/+^ CD4^cre^, and *Prdm1* ^+/+^ Foxp3^cre^ and found no significant differences amongst the three different genotypes (Suppl. Figure 3B), thus for all other experiments described here we used these mice interchangeably as controls.

**Figure 3:**
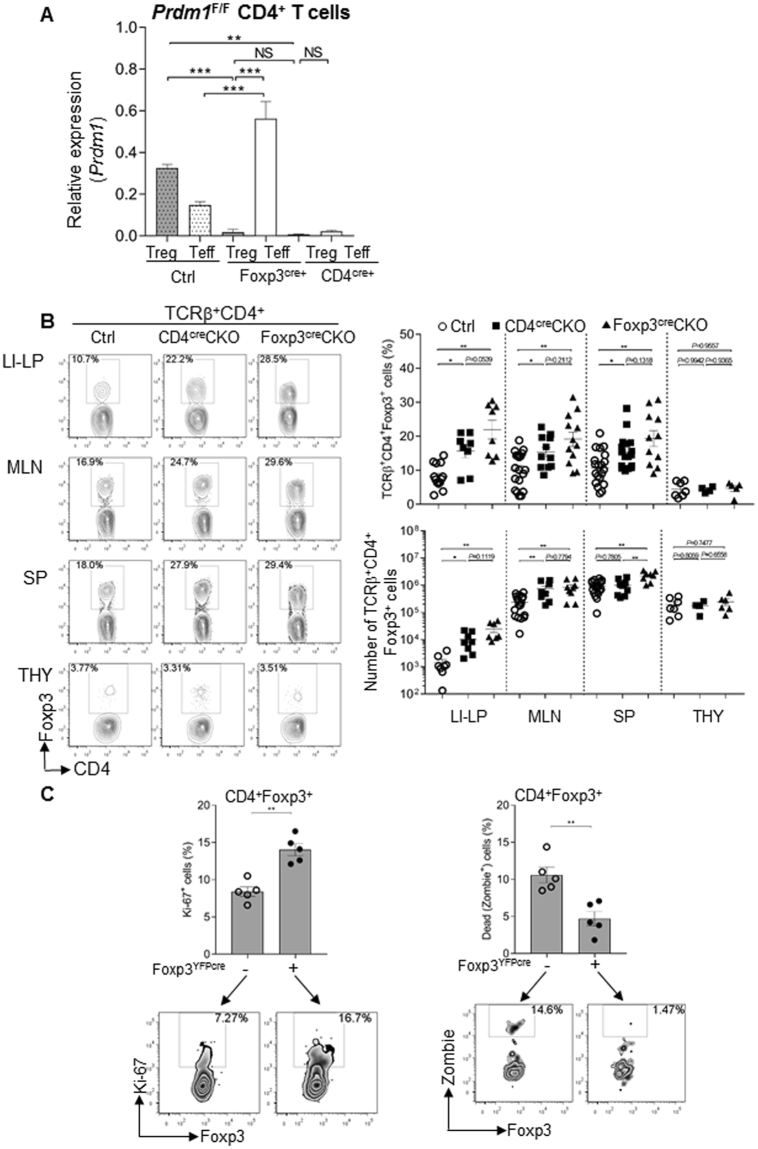
Increased Treg numbers in Blimp1 CKO mice is a cell-intrinsic effect associated with increased proliferation and decreased cell death. (**A**) Expression of *Prdm1* (Blimp) mRNA, (qRT-PCR, relative to β2Microglobulin) in sorted Treg (CD4^+^ Foxp3^GFP+^) and Teff (CD4^+^ Foxp3^−^ CD44^high^) cells from control (*Prdm1* ^F/F^), Foxp3^CRE^ CKO (*Prdm1* ^F/F^ Foxp3^cre+^), and CD4^CRE^ CKO (*Prdm1* ^F/F^ CD4^CRE+^) mice (**B**) Left panel; representative FACS plots of TCRβ^+^ CD4^+^ Foxp3^+^ cells (as determined by intracellular staining of Foxp3 protein) in large intestine lamina propria (LI-LP), mesenteric lymph nodes (MLN), spleen (SP) and thymus (THY) from control (Ctrl) or Blimp1 CKO (CD4^cre^CKO or Foxp3^cre^CKO) mice. Right graphs; percentage of Foxp3^+^ cells among TCRβ^+^ CD4^+^ cells (top) and absolute numbers of Foxp3^+^ cells (bottom) in LI-LP, MLN, SP and THY. Each symbol represents one mouse (N ≥ 4mice/group). Bars indicate average ± SEM. *P < 0.05, **P < 0.01, one-way ANOVA. (**C**) Top: graphs showing the average percentage ± SEM of Ki-67^+^ or Zombie (fixable viability dye)^+^ cells among CD4^+^ Foxp3^+^ (as determined by intracellular staining of Foxp3 protein) Foxp3^YFP-cre+^ or CD4^+^ Foxp3^+^ Foxp3^YFP-cre-^ cells from Foxp3^cre^CKO female mice. Each circle represents one mouse. Bottom: representative FACS plots showing analysis of Ki-67^+^ or Zombie^+^ cells (N = 5 mice). **P < 0.01, paired *t* -test. In (**A**) results representative of two different experiments; In (**B**) cell numbers were calculated based on the total number of cells obtained from each organ and population frequency determined by FACS analysis.

To gain further insight into the mechanisms underlying cell intrinsic regulation of Treg cell homeostasis by Blimp1, we evaluated Foxp3^+^ cell proliferation and death in female *Prdm1* ^F/F^Foxp3^cre^mice, in which random X chromosome inactivation allowed for comparison of Blimp1-sufficient and Blimp1-deficient Foxp3^+^ Treg cells in the same animal. As shown in Fig. 3C, we found increased frequency of cells expressing the proliferation –associated antigen Ki-67 in Blimp1-deficient (Foxp3^YFP^/^*cre*^)^+^ Foxp3^+^ Treg cells in comparison to Blimp1-sufficient (Foxp3^YFP/*cre*^)^−^ Foxp3^+^ Treg cells in the same mice. Lack of Blimp1 was also associated with a decrease in the frequency of cell death amongst Foxp3^+^ Treg cells. Thus, Blimp1 controls Foxp3^+^ Treg cell homeostasis by regulating cell proliferation and survival in a cell-intrinsic manner.

### Expression of Blimp in Treg cells is required to control Teff cell homeostasis

Previous studies established the role of Foxp3^+^ Treg cells in controlling Teff cell homeostasis^27,28^. Since Foxp3^+^ Treg cells-specific deletion of Blimp1 led to increased number of Treg cells, we next asked if this would interfere with Teff cell homeostasis. As shown in Fig. 4, mice with Foxp3^−^ specific deletion of Blimp1 had significantly higher frequencies and numbers of CD4^+^ (Fig. 4A) and CD8^+^ (Fig. 4B) (CD44^high^) Teff cells in the periphery. Of note, the accumulation of Teff cells in Foxp3^cre^CKO mice was similar to the observed in CD4^cre^CKO mice. Thus, expression of Blimp1 in Foxp3^+^ Treg cells is required for control of Teff cell homeostasis.

**Figure 4:**
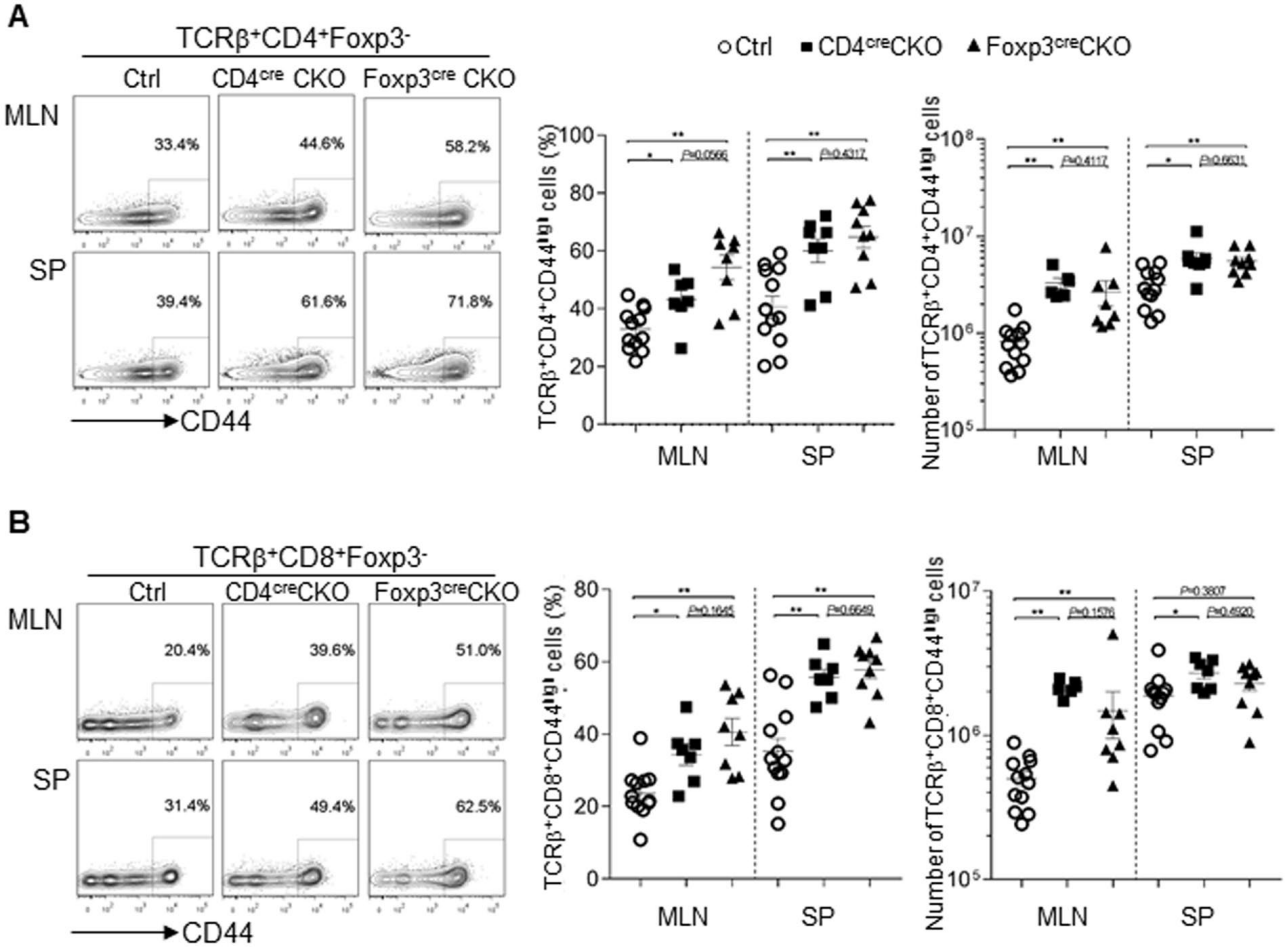
Treg-cell specific deletion of Blimp1 leads to Teff cells accumulation. (**A)** Representative FACS plots (left) show CD4^+^ (TCRβ^+^ CD4^+^ Foxp3^−^ CD44^high^) Teff cells in mesenteric lymphnodes (MLN) and spleen (SP) from control (Ctrl) or Blimp1 CKO (CD4^cre^CKO or Foxp3^cre^CKO) mice. Graphs show percentage (middle) and absolute number (right) of TCRβ^+^ CD4^+^ Foxp3^−^ CD44^high^ cells. (**B**) Representative FACS plots (left) of T effector CD8^+^ (TCRβ^+^ CD8^+^ Foxp3^−^ CD44^high^) cells in -MLN and SP from Ctrl, CD4^cre^CKO or Foxp3^cre^CKO mice. Graphs show percentage (middle) and absolute number (right, calculated as described on Fig. 3 legend) of TCRβ^+^ CD8^+^ Foxp3^−^ CD44^high^ cells. Each symbol represents one mouse (N ≥ 6 mice/group). Bars indicate average ± SEM. *P < 0.05, **P < 0.01, one-way ANOVA.

### Foxp3^+^ Treg cell-specific deletion of Blimp1 is not sufficient to cause severe chronic intestinal inflammation

The results described above showing disruption of T cell homeostasis upon Foxp3^+^ Treg cell-specific deletion of Blimp1 together with previous observations that Blimp1 is required for IL10 production in Foxp3^+^ Treg cells^3,6^, led us to inquire if the previously described inflammatory phenotype of mice with T cell-specific deletion of Blimp1 could be recapitulated in mice with Foxp3^+^ Treg cells-specific deletion of Blimp1. We addressed that by evaluating development of spontaneous colitis in these two different mice lines. As shown in Fig. 5A, in comparison to CD4^cre^CKO, Foxp3^cre^CKO mice developed only mild intestinal inflammation. In addition, differently from the observed in cells from CD4^cre^CKO mice, and in line with previous findings that lack of Blimp1 leads to Teff cell-intrinsic induction of IL17A expression^7,17,29,30^, Foxp3^−^ CD4^+^ Teff cells from Foxp3^cre^CKO mice had unaltered production of the inflammatory cytokines IL17A (Fig. 5B) and similar results were observed on preliminary analysis of IFNγ expression (Suppl. Figure 4). As expected, Foxp3^+^ Treg cells from both CD4^cre^ and Foxp3^cre^ mice had reduced production of the anti-inflammatory cytokine IL10. The frequency and numbers of IL10-producing Teff cells from Foxp3^cre^CKO mice, on the other hand, were significantly increased in comparison to the observed in CD4^cre^CKO mice (Fig. 5C). Thus, Foxp3^+^ Treg-cell specific deletion of Blimp1 does not fully recapitulate the phenotype of mice with T cell specific deletion of Blimp1, developing only mild intestinal inflammation, associated with increased production of IL10 by CD4^+^ Teff cells.

**Figure 5:**
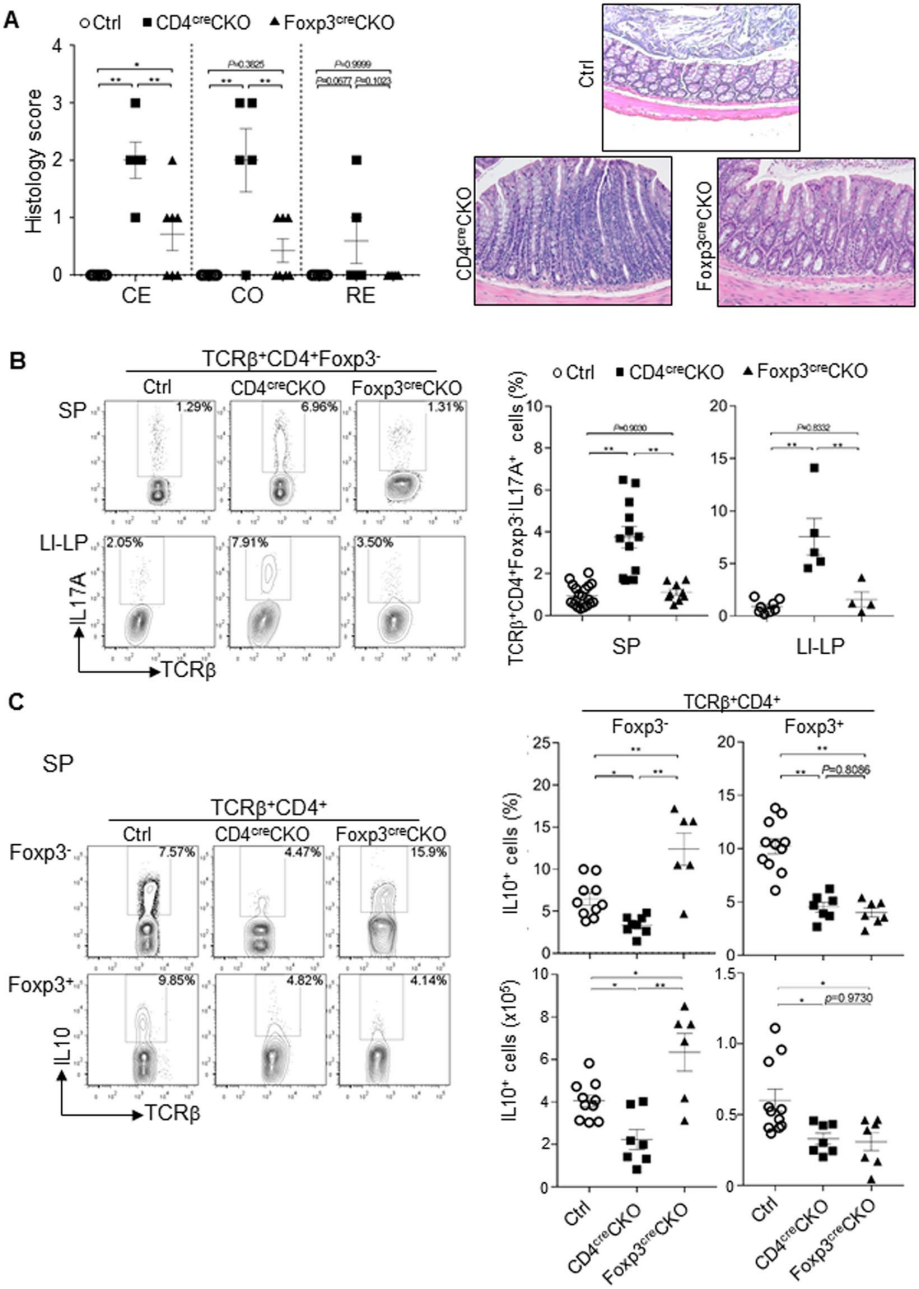
Treg-cell intrinsic deletion of Blimp1 leads to mild intestinal inflammation. (**A**) Left: scatter plots showing histology score of cecum (CE), colon (CO) and rectum (RE) among control (Ctrl), CD4^cre^CKO and Foxp3^cre^CKO mice. Each symbol represents one mouse (N ≥ 5 mice/group, Bars indicate average ± SEM. *P < 0.05, **P < 0.01, one-way ANOVA. Right: representative pictures (20X magnification) of histological sections of colon of mice in each group. (**B**) Representative FACS plots (left) and scatter plots (right) showing the frequency of IL17A expression in TCRβ^+^ CD4^+^ Foxp3^−^ cells in spleen (SP) and large intestine lamina propria (LI-LP) from Ctrl, CD4^cre^CKO or Foxp3^cre^CKO mice after stimulation. Right scatter plots: Each symbol represents one mouse (N ≥ 4 mice/group). Bars indicate average ± SEM. **P < 0.01, one-way ANOVA. (**C**) Representative FACS plots (left) and Scatter plots showing the frequency (right, top) or the total numbers (right, bottom) of IL10-producing cells in TCRβ^+^ CD4^+^ Foxp3^−^ or TCRβ^+^ CD4^+^ Foxp3^+^ cells in the SP from Ctrl, CD4^cre^CKO or Foxp3^cre^CKO mice. Each symbol represents one mouse (N ≤ 6 mice/group). Bars indicate average ± SEM. *P < 0.05, **P < 0.01, one-way ANOVA.

### Blimp1 regulates unique and commonly shared genetic programs in Treg and Teff CD4^+^ T cells

To further explore the mechanisms underlying cell-intrinsic regulation of Treg and Teff cell function by Blimp1, we performed transcriptome analysis of CD4^+^ Blimp1-sufficient and deficient Foxp3^+^ Treg and Teff cells differentiated in the same environment *in vivo*. For these experiments, we took advantage of the fact that both Foxp3^+^ pTreg and Foxp3^−^ Teff cells can be generated from the same pool of CD4^+^ naïve cells upon transfer to RAG-deficient mice^22^. Thus, we transferred allotype-marked Blimp1-sufficient and deficient naïve (Foxp3^*GFP*−^ CD44^low^) CD4^+^ T cells into RAG1^−/−^ mice and then 6–8 weeks later recovered Blimp1-sufficient (Thy1.1^+^) and deficient (Thy1.2^+^) Teff (Foxp3^−^) and p Treg (Foxp3^+^) cells and performed RNA microarray analysis (Fig. 6A). This analysis revealed that in comparison to Blimp1-suficient cells, a total of 366 and 196 genes were differentially expressed in Blimp1-deficient pTreg and Teff cells respectively (FC ≥ 1.5, *p* < 0.05) (Suppl. Table 1). 

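RNA of CD4+ Foxp3-GFP+ pTreg cells, regulatory T cells that arose from transferred naive cells, was measured on 6 Illumina MouseWG 6v2 bead arrays, 3 of Blimp1-sufficient (Ctrl) and 3 of Blimp1-deficient (CKO) cells. The Teff arrays are not analysed here. Prdm1, the gene of Blimp1, gave intensities of 18.9, 50.9 and 49.2 in Ctrl replicates 1, 2 and 3 and of 561, 341 and 704 in the CKO replicates. Where this probe lies relative to the deleted part of the gene is not given in the sources used here, so its level checks nothing about the deletion, and a second Prdm1 probe was not above background on any array. Foxp3, on which the cells were sorted, had an intensity of 278 ± 178 (SD, n = 3) in Ctrl and 271 ± 142 (SD, n = 3) in CKO cells on its brightest probe. Of the genes that T cells express soon after stimulation, Il2 had intensities between 6980 and 13107 on the 6 arrays, with 9308 and 8597 in Ctrl and CKO of replicate 1. The median of 36 such genes lay between 884 and 1997 per array, with 1997 and 1284 in replicate 1. Ier2 lay between 7.90 and 18.4, near background and at it in CKO replicate 3, so its probe tells little about stimulation. The sample labels carry the letters P+I for replicates 2 and 3, read here as phorbol ester and ionomycin, which the paper uses in other experiments, and no stimulus for replicate 1. By Il2 and the median of the 36 genes, replicate 1 was not dimmer than replicates 2 and 3 as a group. The labels also call the cells iTreg in one field and peripheral Treg cells in another, and the text here follows the paper's pTreg. The deposited values are linear intensities after background subtraction, of which 35.4% to 36.0% per array lie below 0, and the authors had quantile normalized them. The arrays of replicate 1 lie on one slide and those of replicates 2 and 3 on a second, and each slide had been normalized on its own. They were therefore quantile normalized again over all 6 arrays, raised to each array's background level where below it, and taken to log2. Background was the 95th percentile of 1504 olfactory and vomeronasal receptor probes on each array, at intensities of 6.18 to 9.55, in place of the detection p-values that the methods describe. On at least 2 arrays 17294 probes were above background, and 14811 of these had 1 gene symbol. The brightest probe of each gene gave 9593 genes, which were compared with limma. With 3 arrays per group, their number limits the precision.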

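In Blimp1-deficient pTreg cells 11 genes rose and 15 fell against Blimp1-sufficient cells. Folds are taken from means of log2 values, while the intensities given are means of linear values. Synpo, which encodes an actin-associated protein, rose 10.1-fold, from an intensity of 78.2 ± 42.2 (SD, n = 3) to 719 ± 162 (SD, n = 3), and Pdlim1, another protein of the actin cytoskeleton, rose 5.05-fold, from 394 ± 102 (SD, n = 3) to 1960 ± 262 (SD, n = 3). Il10ra, the IL-10-binding receptor chain, whose gene is among the 200 tested genes nearest to Thy1 (at which the donors carried different alleles), fell from 161 ± 36.2 (SD, n = 3) to 22.4 ± 9.28 (SD, n = 3). Pik3cg, a catalytic subunit of phosphoinositide 3-kinase, fell from 76.4 ± 1.98 to 13.2 ± 2.89 (SD, n = 3 each), and Sytl2, which takes part in vesicle transport, from 225 ± 89.4 to 27.5 ± 10.1 (SD, n = 3 each). Ky was not above background on any CKO array and was at least 5.55-fold lower there. Limma's adjusted p was 0.032 for Synpo, 0.028 for Pdlim1, 0.028 for Il10ra, 0.016 for Pik3cg, 0.032 for Sytl2 and 0.016 for Ky. With the slide as a block it was 0.065 for Synpo and 0.055 for Il10ra, and the other 4 genes still passed, and in that fit 3 genes were higher and 13 lower at an adjusted p under 0.05. In all, 26 genes passed an adjusted p of 0.05 from limma. At the study's thresholds, an unadjusted p under 0.05 and a change of at least 1.5-fold, there were 712 genes, while 773 genes had an unadjusted p under 0.05 where chance gives about 480. With the replicate number as a block, 183 genes passed the adjusted p and 1154 the study's thresholds. The adjusted p was passed by 10 genes without Ctrl replicate 2, by 3 without CKO replicate 3 and by 1 without any 1 of the other 4 arrays.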

In line with the idea that Blimp1 functions mainly as a transcriptional repressor, from the 196 genes differentially expressed in Blimp1-deficient Teff cells, the majority (132) were up regulated and only 64 genes were down regulated. However, from the 366 genes differently expressed in Treg cells, the majority (234) was down-regulated, and only 132 genes were upregulated. 

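Of the 712 genes at the study's thresholds, 416 were lower and 296 were higher in CKO than in Ctrl pTreg cells, so 58.4% were lower. Of the 10 Th2 genes measured, none passed the adjusted p, over all genes or when adjusted over the list alone. With the replicate block 1 was lower over the list alone. The study's thresholds were met by 3, all lower in CKO. These were the cytokine genes Il13, at 110 ± 24.8 in Ctrl and 42.2 ± 28.0 in CKO, and Il5, at 90.7 ± 57.6 and 35.5 ± 12.1, and the chemokine receptor gene Ccr8, at 1260 ± 192 and 821 ± 145 (SD, n = 3 each). Il5 was not lower in the pair of replicate 3, with log2 fold changes of -2.73, -1.03 and 0.097 in the 3 pairs. Of 17 chemokine receptor and homing genes, which include Ccr6 of Fig. 6B, 4 were lower and 4 higher at the study's thresholds, and 1 was lower and 1 higher when adjusted over the list alone. Selplg, a ligand of selectins, had intensities of 1445 ± 153 in Ctrl and 609 ± 164 in CKO, and Ccr2 was not above background on any CKO array and at least 2.17-fold lower there. Cxcr5, the receptor that leads T cells to B cell follicles, had intensities of 57.1 ± 10.6 in Ctrl and 182 ± 64.9 in CKO (SD, n = 3 each). With the replicate block, limma's adjusted p was 0.045 for Selplg and 0.038 for Cxcr5. Of 11 genes of naive and memory T cells, 3 were lower and 1 was higher at the study's thresholds, and none passed the adjusted p (1 lower when adjusted over the list alone). The transcription factor genes Foxp1, Klf2 and Myb had log2 fold changes of -1.72 (standard error 0.34), -1.18 (standard error 0.42) and -1.27 (standard error 0.39), and Id3 one of 1.25 (standard error 0.47). Myb was above background on 1 of 3 CKO arrays and Id3 on 2 of 3 Ctrl arrays. With the block the adjusted p was 0.015 for Foxp1 and 0.035 for Klf2. Limma's camera gave this list an adjusted p of 0.036 (adjusted p = 0.43 with an estimated correlation), and it did not pass without Ctrl replicate 1, CKO replicate 1, Ctrl replicate 2 or CKO replicate 3.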

Despite the similarity of Blimp1-regulated functional aspects in Teff and pTreg cells, we found that only 37 genes were commonly regulated by Blimp1 in these T cell subsets. 

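Bcl6 and Prdm1, which encode transcriptional repressors, both rose in CKO pTreg cells. Bcl6 had a normalized intensity of 108 ± 23.9 (SD, n = 3) in Ctrl and 429 ± 107 (SD, n = 3) in CKO cells, a log2 fold change of 1.98 (standard error 0.28, adjusted p = 0.048 from limma), which was lowest in the pair of replicate 3, at 1.17. Prdm1 went from 39.7 ± 18.0 (SD, n = 3) to 535 ± 183 (SD, n = 3), a log2 fold change of 3.82 (standard error 0.45, adjusted p = 0.028 from limma). Slc2a6, a hexose transporter gene, rose from 134 ± 43.8 (SD, n = 3) to 1014 ± 136 (SD, n = 3), a log2 fold change of 2.97 (standard error 0.30, adjusted p = 0.023 from limma). Batf3, a transcription factor gene, and Tox, which encodes a nuclear factor of T cells, met the study's thresholds. Batf3 had a log2 fold change of 3.95 (standard error 0.77, adjusted p = 0.13 from limma, and 0.032 with the replicate block), and its probe was above background on 2 of 3 Ctrl arrays. It was 9.70-fold higher without Ctrl replicate 1 and 30.3-fold higher without Ctrl replicate 2, where it passed the adjusted p (0.020). Tox had intensities of 214 ± 93.1 in Ctrl and 430 ± 77.3 in CKO (SD, n = 3 each), an adjusted p of 0.36 from limma and one of 0.069 with the block. With the slide as a block, the adjusted p of Bcl6 was 0.082, and those of Prdm1 and Slc2a6 were 0.046 and 0.043.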

From these, 19 genes were commonly up regulated in Teff and pTreg cells, including *Bcl6* and *Prdm1* which were previously shown to be directly repressed by Blimp1 in different cell types^5,31,32^ (Fig. 6B). Commonly down regulated genes (18) in Blimp1-deficient Teff and pTreg cells included the cytokine *Il10*, which was previously shown to be regulated by Blimp1 in both Foxp3^+^ and Foxp3^−^ cells and to be a direct target of Blimp1 in Foxp3^+^ Treg cells^3^.

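Il10 had the largest change and the smallest p of the 9593 genes compared in pTreg cells. Its intensity fell from 5014 ± 1569 (SD, n = 3) in Ctrl to 111 ± 14.9 (SD, n = 3) in CKO cells. From the means of log2 values it was 43.7-fold lower, and its log2 fold changes in the 3 pairs were -5.54, -5.01 and -5.79 (adjusted p = 0.0010 from limma). All 3 CKO arrays were above background for this gene. Grap2, an adaptor of T cell receptor signalling, met the study's thresholds with intensities of 43.2 ± 10.7 in Ctrl and 14.0 ± 4.49 in CKO (SD, n = 3 each), and passed the adjusted p in the fit with the replicate block (0.049). Notch1, a receptor gene of cell fate decisions, had intensities of 330 ± 21.4 in Ctrl and 162 ± 59.7 in CKO, and the pseudokinase gene Trib2 had 632 ± 150 in Ctrl and 297 ± 86.7 in CKO (SD, n = 3 each). Their adjusted p-values from limma were 0.26 and 0.29. Cd5 has 1 named probe, which was above background on 1 of 6 arrays, and was not tested. Of 32 genes of T cell receptor signalling, 4 were lower and 1 was higher at the study's thresholds (1 lower and 1 higher when adjusted over the list alone), and camera gave the list an adjusted p of 0.016 toward lower values (adjusted p = 0.26 with an estimated correlation). Besides Grap2, whose direction is not independent evidence since the study drew it in Fig. 6B, these included Malt1 and Rasgrp1, with log2 fold changes of -0.99 (standard error 0.35) and -0.74 (standard error 0.25), and Tespa1, which links the receptor to calcium release, with 1.45 (standard error 0.24; adjusted p = 0.023 from limma with the block). Another Rasgrp1 probe above background had a log2 fold change of 0.28 (standard error 0.56). Without Ctrl replicate 1, Ctrl replicate 3 or CKO replicate 3 the list did not pass.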

**Figure 6:**
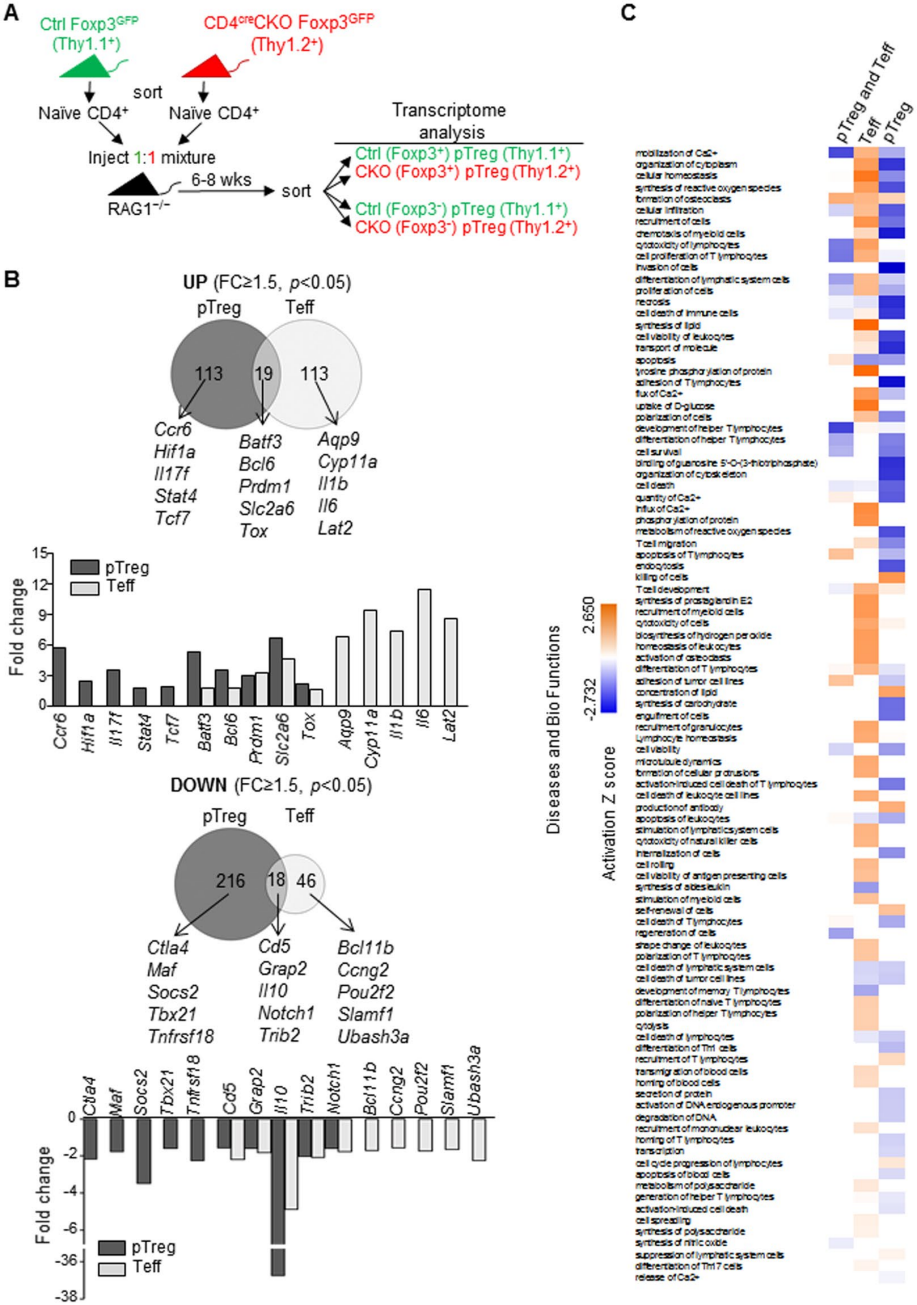
Blimp1 regulates unique and commonly shared genetic programs in CD4^+^ Treg and Teff cells. (**A**) Schematic representation of experimental approach used to obtain allotype-marked Blimp1-sufficient (Ctrl, Thy1.1^+^) and deficient (CKO, Thy1.2^+^) Teff (CD4^+^ Foxp3^−^) and Treg (CD4^+^ Foxp^3+^) cells differentiated in the same environment *in vivo*. (**B**) Venn diagrams representing the number of deferentially expressed (DE) genes upregulated (top) and downregulated (bottom) in pTreg and Teff cells (CD4^cre^CKO versus Ctrl) generated from Ctrl and CD4^cre^CKO CD4^+^ naive T cells co-injected into RAG1^−/−^ mice and used for mRNA microarray analysis. Three biological replicates were used for each sample. Bar graphs under Venn diagram show fold change for selected genes in each group. (**C**) IPA analysis of DE genes (1.5-fold at *P* < 0.05): shown are comparison analysis of diseases and bio functions between common DE genes in both Foxp3^*GFP*+^pTreg (pTreg_)_ and Foxp3^*GFP*−^ CD44^high^ (CD4^+^ Teff) cells, DE genes in CD4^+^ Teff cells only and in pTreg cells only (−log_10_ *p* value cut-off; 1.3).

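All 18 genes of the pTreg bars that could be measured lay on the side the bars show, and 16 of them met the study's thresholds. Among those drawn for pTreg cells alone, Ccr6, the receptor for CCL20, had intensities of 890 ± 919 in Ctrl and 3601 ± 1362 in CKO, and Il17f, a cytokine gene of Th17 cells, had 255 ± 61.2 and 1093 ± 642 (SD, n = 3 each). Hif1a, the oxygen-sensing transcription factor, had 131 ± 30.0 in Ctrl and 326 ± 24.0 in CKO, and Stat4, which relays IL-12 signals, had 489 ± 77.8 and 1189 ± 291 (SD, n = 3 each). Socs2, an inhibitor of cytokine signalling, had 1329 ± 221 in Ctrl and 363 ± 130 in CKO. The inhibitory receptor gene Ctla4 had 7264 ± 1190 and 3349 ± 644, and Tnfrsf18, which encodes GITR, had 3817 ± 1121 and 1575 ± 21.5 (SD, n = 3 each). Leaving out Ctrl replicate 2 or Ctrl replicate 3 moved the fold of Ccr6 from 5.74 to 10.3 or 3.38. None of these 7 genes passed an adjusted p of 0.05 from limma without a block. With the replicate block, the adjusted p was 0.030 for Ccr6, 0.031 for Hif1a, 0.030 for Socs2 and 0.043 for Ctla4, while Il17f, Stat4 and Tnfrsf18 had 0.070, 0.053 and 0.057. Maf and Tbx21 did not meet the study's thresholds, with log2 fold changes of -0.38 (standard error 0.39) and -0.64 (standard error 0.30), and the Maf probe was near background. No probe is named Tcf7 in the annotation used here. Of the 9 measured genes drawn as higher, 9 were higher and 3 passed the adjusted p, and of the 9 drawn as lower, 9 were lower and 1 passed. The study chose these genes on these samples, so their direction, and the 9 higher and 7 lower that passed when adjusted over the list alone, are not independent evidence. Of 16 genes of Th17 cells, which include Ccr6, Il17f and Hif1a, 3 were higher and none was lower at the study's thresholds, and the same 3 passed when adjusted over the list alone. Camera gave the list an adjusted p of 0.57, toward higher values as its mean log2 fold change of 0.16, while its median was -0.23.

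**Figure D1:**
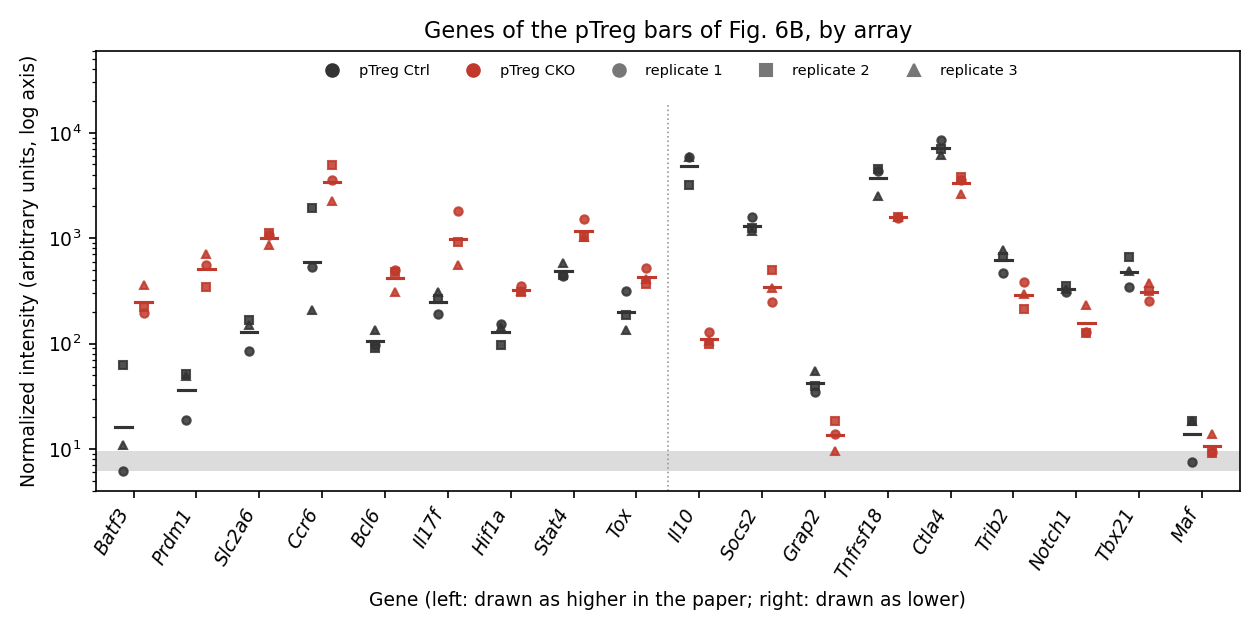
Normalized intensity on a log axis for each of the 18 measured genes of the pTreg bars of Fig. 6B. Points are single arrays of pTreg Ctrl and pTreg CKO cells with a symbol per replicate, bars are group means of log2 values, and the grey band spans the background levels of 6.18 to 9.55. The 3 CKO values of Il10 lie between 99.2 and 128 and the 3 Ctrl values between 3203 and 5935.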

Ingenuity pathway analysis (Fig. 6C) indicated several functional pathways specifically deregulated in pTreg or in Teff cells, and some of these pathways were common to both cell subsets. 

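In pTreg cells, 10 of 32 measured genes of calcium mobilization met the study's thresholds, 7 lower and 3 higher in CKO, and none passed an adjusted p of 0.05 from limma (1 higher and 4 lower when adjusted over the list alone). Ppp3ca, a catalytic subunit of calcineurin, had intensities of 133 ± 22.4 in Ctrl and 47.4 ± 20.7 in CKO, and Camk4, a calcium-dependent kinase, had 83.2 ± 12.9 and 28.9 ± 6.64 (SD, n = 3 each). The channel gene Trpv2 had 413 ± 73.6 in Ctrl and 168 ± 57.2 in CKO, and Itpr2, an intracellular calcium release channel, had 273 ± 81.9 and 125 ± 9.56 (SD, n = 3 each). Another Itpr2 probe above background had a log2 fold change of 0.016 (standard error 0.42). With the replicate block, limma's adjusted p was 0.024 for Ppp3ca, 0.023 for Camk4 and 0.043 for Trpv2. As a whole the list was not shifted in camera (adjusted p = 0.085). Of 16 cytotoxicity genes, 2 met the study's thresholds, both lower, and 1 was lower when adjusted over the list alone. These were Rab27a, needed for granule release, with 1246 ± 140 in Ctrl and 555 ± 115 in CKO, and Nkg7, a granule membrane protein, with 6435 ± 2249 and 3107 ± 1288 (SD, n = 3 each), at adjusted p-values of 0.041 and 0.042 from limma with the block. Of 27 apoptosis genes, 1 rose, over all genes and when adjusted over the list alone, and 2 were higher and 1 lower at the study's thresholds. Bcl2, which protects cells from apoptosis, rose from 24.5 ± 8.33 (SD, n = 3) to 137 ± 20.6 (SD, n = 3; adjusted p = 0.028 from limma), and its 5 probes above background were all higher in CKO by 0.99 to 2.53 on the log2 scale. With the slide as a block, the adjusted p of Bcl2 was 0.055. Without CKO replicate 1 another of its probes was the brightest, with a log2 fold change of 1.48 and an adjusted p of 0.53, as also without both arrays of replicate 1 (1.56, adjusted p = 0.44) or of replicate 2 (0.94, adjusted p = 0.88). Camera gave adjusted p-values of 0.25 for the cytotoxicity list and 0.12 for the apoptosis list. Of 21 genes of lipid and cholesterol synthesis, 1 met the study's thresholds in pTreg cells, Mvk, at 17.7 ± 2.10 in Ctrl and 10.5 ± 2.57 in CKO (SD, n = 3 each) and above background on 1 of 3 CKO arrays. None of the list passed when adjusted over the list alone, and the list's adjusted p was 0.32.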

Commonly altered pathways included calcium mobilization, cytotoxicity and apoptosis, whereas pathways altered specifically in Teff cells included lipid synthesis and tyrosine phosphorylation. Pathways altered exclusively in pTreg cells included cytoplasm organization and synthesis of reactive oxygen (Fig. 6C). Thus, Blimp1 differentially regulate functional aspects of pTreg and Teff cells function by controlling unique and commonly shared genetic programs.

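Of 49 measured genes of the cytoskeleton and of cytoplasm organization, 4 met the study's thresholds, all lower, and none passed an adjusted p of 0.05 from limma, over all genes or when adjusted over the list alone. The motor protein genes Myo1f and Myo1g had intensities of 191 ± 60.7 in Ctrl and 70.6 ± 27.0 in CKO and of 1505 ± 520 and 863 ± 142 (SD, n = 3 each). Coro1a, an actin-binding protein of leukocytes, had 10221 ± 1968 in Ctrl and 6568 ± 986 in CKO, and the GTPase gene Rac2 had 1206 ± 252 and 659 ± 68.1 (SD, n = 3 each). The median log2 fold change of the list was -0.18, and it was -0.29, -0.21 and -0.19 in the pairs of replicates 1, 2 and 3. Camera with its preset correlation gave the list an adjusted p of 5.2e-04. The list did not pass with an estimated correlation (adjusted p = 0.074) or with fry (adjusted p = 0.0504). The estimated correlation was 8.7e-04, below the preset 0.01, so a stronger correlation among the genes does not account for the larger p. With the replicate block and an estimated correlation the adjusted p was 0.31, in a setting where no list passed. Synpo and Pdlim1, which rose, are not members of this list. Myo1f passed the adjusted p in the fit with the replicate block (0.020). Of 26 genes that make or remove reactive oxygen, none passed when adjusted over the list alone (1 higher and 2 lower with the replicate block). The study's thresholds were met by 2, both lower. These were Rac2, which is part of the NADPH oxidase, and Txnip, an inhibitor of thioredoxin, with 454 ± 97.3 in Ctrl and 274 ± 62.7 in CKO (SD, n = 3 each). That list had a median log2 fold change of -0.07 and was not shifted (camera, adjusted p = 0.26). It joins genes that make and genes that remove reactive oxygen, so opposite changes could cancel in camera. Fry without regard to direction gave an adjusted p of 0.32. The lists here are not the gene sets of the Ingenuity analysis, and camera is not its test, so its result was not tested.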

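Of 21 genes of the Treg cell signature, 2 fell in CKO pTreg cells, none rose and 19 did not pass the adjusted p, while 9 were lower and none higher at the study's thresholds (8 lower when adjusted over the list alone). In the fit with the replicate block 6 were lower and 1 was higher at an adjusted p under 0.05. The higher one, Nrn1, had log2 fold changes of 1.69, 1.95 and 2.23 in the 3 pairs (adjusted p = 0.010 from limma with that block). Gpr83, a receptor gene of Treg cells, fell from an intensity of 155 ± 22.8 (SD, n = 3) to 19.8 ± 9.94 (SD, n = 3; adjusted p = 0.028 from limma), and Izumo1r, which encodes the folate receptor 4 of Treg cells, fell from 66.5 ± 19.1 to 10.7 ± 2.88 (SD, n = 3 each; adjusted p = 0.028 from limma), with 2 of 3 CKO arrays above background. The list's median log2 fold change was -0.63, with an adjusted p of 4.7e-11 in camera with its preset correlation (adjusted p = 0.26 with an estimated correlation, and 0.077 with fry), and the median was -0.84, -0.77 and -0.57 in the pairs of replicates 1, 2 and 3. Of 19 effector Treg genes, 1 fell, Il10, and 6 were lower and 1 higher at the study's thresholds, and 2 were lower when adjusted over the list alone (camera, adjusted p = 8.7e-06; adjusted p = 0.26 with an estimated correlation and 0.070 with fry). Of 15 Tfh genes, 1 rose, Bcl6, and 6 were higher and none lower at the study's thresholds, and 4 were higher when adjusted over the list alone (camera, adjusted p = 7.7e-04; adjusted p = 0.32 with an estimated correlation and 0.14 with fry), and the median of the Tfh genes was 0.92, 0.83 and 0.14 in the 3 pairs. At an adjusted p under 0.05 with the replicate block, 3 effector Treg genes were lower and 4 Tfh genes higher. The study drew 3 of the signature, 2 of the effector Treg and 2 of the Tfh genes in Fig. 6B, so their direction is not independent evidence. Camera gave the list of 22 interferon response genes an adjusted p of 2.8e-05 (adjusted p = 0.074 with an estimated correlation and 0.070 with fry). Its estimated correlation was 0.0081, again below the preset 0.01. Of these genes, 4 met the study's thresholds, all lower, and 2 were lower when adjusted over the list alone (6 with the replicate block). Among them Isg20, an RNA-degrading enzyme, had 115 ± 24.0 in Ctrl and 24.6 ± 10.4 in CKO, and the GTPase gene Igtp had 2573 ± 106 and 1329 ± 221 (SD, n = 3 each). Of 21 glycolysis and hypoxia genes, 5 were higher and 2 lower at the study's thresholds, and 3 were higher and 1 lower when adjusted over the list alone, with Hif1a of Fig. 6B, which is not independent evidence, among the higher ones (camera, adjusted p = 0.017; adjusted p = 0.41 with an estimated correlation). The glycolytic enzyme gene Pfkl had 493 ± 82.3 in Ctrl and 1109 ± 107 in CKO, and the glucose transporter gene Slc2a3 had 531 ± 46.7 and 222 ± 87.6 (SD, n = 3 each). Another Pfkl probe above background had a log2 fold change of 0.28 (standard error 0.25). Without CKO replicate 1, Ctrl replicate 2 or CKO replicate 3 that list did not pass. With the replicate block, limma's adjusted p was 0.0081 for Isg20, 0.034 for Pfkl and 0.041 for Slc2a3. Beside these groups, 15 markers of myeloid cells had a median log2 fold change of -0.63 (camera, adjusted p = 0.099, and 0.0015 with the replicate block; adjusted p = 0.63 with an estimated correlation and that block). The median of these markers was -1.43, 0.18 and -0.63 in the 3 pairs. From the genes and pathways changed in both cell types or in one of them, the paper concludes that Blimp1 controls shared and separate genetic programs in pTreg and Teff cells.

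**Figure D2:**
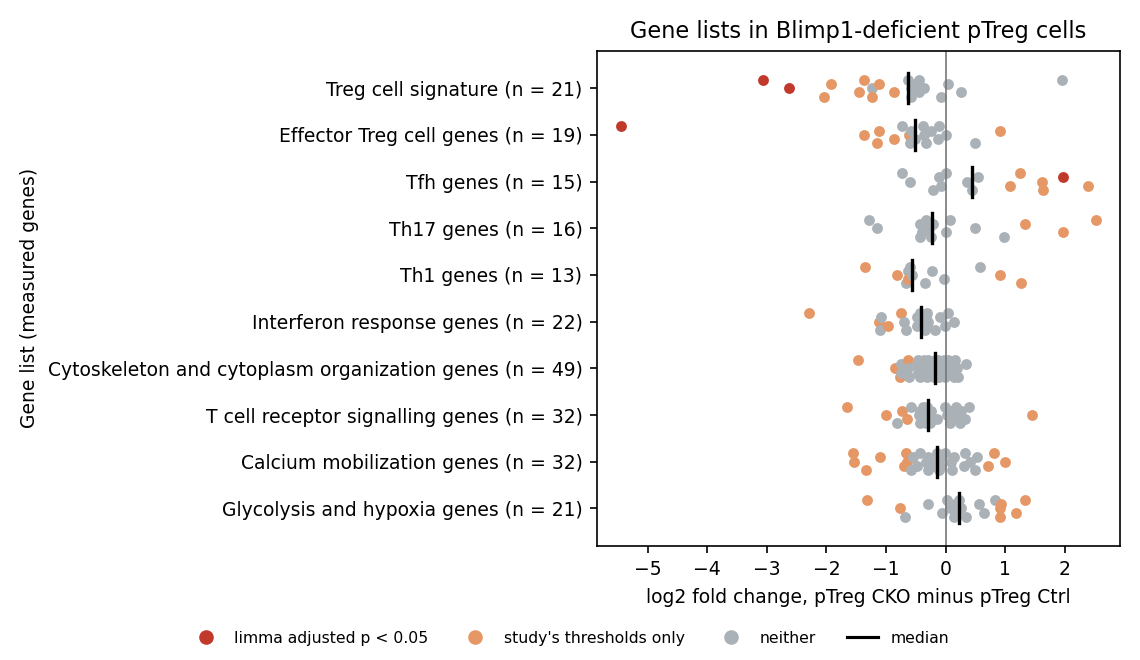
Log2 fold change, pTreg CKO minus pTreg Ctrl, of each measured gene of 10 gene lists. Each point is a gene, coloured by whether it passed a limma adjusted p of 0.05 or only the study's thresholds, and black bars are list medians. The median is -0.63 for the Treg cell signature and 0.44 for Tfh genes.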

## Discussion

Our studies described here shed light on the mechanisms underlying the crucial role of the transcriptional factor Blimp1 in regulating T cell function. Using mice in which Blimp1 is specifically deleted in Foxp3^+^ cells and other approaches, we show that Foxp3^+^ T_reg_ cell-intrinsic expression of Blimp1 is required to control Treg and Teff cells homeostasis but is dispensable to prevent development of severe spontaneous intestinal inflammation. In addition, we show that Blimp1 regulates common and unique aspects of Foxp3^+^ Treg and Teff cell function by differentially controlling gene expression in these cells. These findings uncover previously unappreciated aspects of Blimp1’s role in T cell biology and shed light on the intricate mechanisms regulating Treg and Teff cell function.

Blimp1 is a transcriptional regulator that is crucial for terminal differentiation of several lineages. Its role in the immune system was first described in B cells (revised in^1^), but more recent studies also uncovered non-redundant roles for Blimp1 in myeloid cells^33,34^ and T lymphocytes^5–8,11–13,25,32^. Mice with T-cell specific deletion of Blimp1 (Blimp1CKO) spontaneously develop severe intestinal inflammation^6^ and can be potentially useful as an experimental model to study T cell-mediate intestinal pathology however, the mechanisms underlying disease development in these mice are not fully understood. Blimp1 functions as a direct activator of the *I* *l* *10* gene and although its requirement for IL10 expression has been demonstrated in both Treg and Teff cells under inflammatory conditions, the intrinsic requirement of Blimp1 for homeostatic maintenance of these different T cell subsets had not been investigated before.

Our observation that intestinal inflammation is significantly attenuated in mice with Treg-cell specific deletion of Blimp1 in comparison with mice lacking Blimp1 in all T cells strongly supports the idea that intrinsic expression of Blimp1 in Teff cell- is required for their homeostasis. This is further supported by the observation that the production of inflammatory cytokines such as IL17 and IFNγ, which are elevated in Teff cells from CD4^cre^CKO mice^7,17^ are unaltered in Foxp3^cre^CKO mice.

As expected from previous studies^3,6–8^ we found that expression of IL10 is significantly decreased in Treg cells from Foxp3^cre^CKO mice. Unexpectedly, however these mice also have a significant increase in the frequency and total numbers of IL10-producing Teff cells. The mechanisms underlying this increased IL10 expression remains to be elucidated. Our observation that Teff cells from the Foxp3^CRE^CKO mice also have a significant increase in Blimp1 expression (Fig. 3A) suggests a compensatory mechanism prompted by the IL10 defect in Treg cells and the inflammatory response associated with it, as observed in other inflammatory models in which an autoregulatory loop results in acquisition of Blimp1-dependent IL10 producing capabilities by inflammatory Teff cells^7,8,11,35^.

The observation that both CD4^cre^CKO and Foxp3^cre^CKO mice spontaneously develop intestinal inflammation would appear to be at odds with a recent study reporting that *Prdm* *1* ^F/F^ mice crossed with Distal LCK^cre^ transgenic mice do not show any inflammatory phenotype^18^. It is possible that these phenotypic differences could be due to the time of Blimp1 deletion during thymic development (early deletion in CD4^cre^ and Proximal LCK^cre^ versus late deletion in Distal LCK T cell). However, expression of Blimp1 in the thymus is very low^6^ and there is no evidence that Blimp1 could play a role in early T cell development. One caveat with the study mentioned above is that deletion of *Prdm1* in the Distal-LCK^cre^ transgenic mice reaches less than 60% of the total peripheral CD4^+^ T cells^18^, whereas deletion mediated by the Proximal LCK^cre^ and CD4^cre^ transgenes is substantially more efficient [^6^ and Fig. 3A]. Thus, one possibility is that *Prdm1* ^F/F^ Distal LCK^cre^ mice carry a larger number of Blimp1-sufficent Treg cells, which could suppress development of disease. This remains to be investigated and accurate comparison amongst these different models will also require co-housing of all mutant mice in the same mice facility, as the intestinal microbioma influences disease development and outcome in CD4^cre^CKO mice (R. Porritt and G. Martins, unpublished).

The effector mechanisms underlying development of mild, albeit detectable intestinal inflammation in Foxp3^cre^CKO mice are currently being investigated, but the fact that these mice develop any form of intestinal inflammation is surprising considering that expression of inflammatory cytokines such as IL17 and IFNγ, is not significantly elevated whereas expression of IL10 by non Treg cells is elevated. This could suggest that enhanced production of IL10 by non Treg cells is not sufficient to compensate for defective IL10 expression in Foxp3^+^ Treg cells, but this remains to be investigated.

Our transcriptome analysis, which revealed that the number of genes uniquely regulated by Blimp1 in either pTreg or Teff greatly surpass the number of genes commonly regulated genes further illustrates the ﻿differential intrinsic role of Blimp1 in these two different T cell subsets. Of note, we also found that in our system Blimp1 controls expression of a larger number of genes in Treg cells in comparison with Teff cells. The reason for this difference is not clear at the moment, but one possible explanation relates to the idea that Blimp1 could control gene expression on a dose-dependent manner^2^, which would imply regulation of different gene sets depending on Blimp1 concentration and availability in each cell type. We did find in our experiments that expression of Blimp1 was greater in Tregs in comparison to Teff (Figs 1 and 3). It is also likely that differential availability of co-factors in each cell type contribute to differential regulation of gene expression by Blimp1. Finally, one needs to consider the limitation of our system in which pTregs cells were generated under inflammatory conditions, which might differ from pTreg cells generated under homeostatic conditions. These possibilities remain to be tested.

In summary, our study provides evidence for a Teff-cell intrinsic, Treg cell-independent regulatory role for Blimp1 that goes beyond the regulation of IL10 expression. In addition, our findings support the notion that control of T cell function by Blimp1 is mediated by the regulation of a very broad range of unique and commonly shared genetic programs in both effector and regulatory T cells, which are most likely defined by the interaction of Blimp1 with different co-factors in a cell-specific manner.

## Materials and Methods

### Mice

C57BL/6*Prdm1* ^flox/floxCD4-Cre+^ (Blimp1CKO) and *Prdm1* ^+/+CD4-Cre+^ (Control, Ctrl) mice were previously described^6,19^. Mice expressing CRE recombinase and yellow fluorescent protein (YFP) under the control of the Foxp3 promoter, Foxp3^YFP-CRE^ (Foxp3^tm4 (YFP/cre)Ayr^) mice (Jackson laboratories) were crossed to C57BL/6*Prdm1* ^flox/flox^ to generate *Prdm1* ^flox/flox^/Foxp3^YFP-CRE^ mice. Blimp1CKO were bred to Foxp3^−^ IRES-GFPknock-in (Foxp3^*GFP*^) mice^36^ to generate Blimp1CKOFoxp3^*GFP*^mice. Mice bearing a BAC transgene encoding YFP under the control of Blimp1 regulatory elements (Blimp1^YFP^mice)^12,17^ were obtained from Eric Meffre (Yale University, New Haven, CT). All mice were bred and maintained in the CSMC SPF animal barrier facility and handled in accordance with the institutional guidelines. Mice were evaluated at 8–12 weeks of age. All experiments utilizing animals were approved by the CSMC Institutional Animal Care and Use Committee.

### Real-time quantitative PCR (qRT-PCR)

Total mRNA was isolated using RNAeasy kits (Qiagen, Valencia, CA) and reverse transcribed as previously described^17^. SYBR Green incorporation qRT- PCR was performed using FastStart SYBR Green Master mix (Roche, Pleasanton, CA) in the Realplex^2^ Mastercycler machine (Eppendorf, Hauppauge, NY). Primers sequences are as follows: β*2 m* FWR: GCTCGCGCTACTCTCTCTTT, β*2 m* REV: TCTGAATGCTCCACTTTTTCAA, *Prdm1* FWR: TTGAGATTGCTTGTGCTGCT, *Prdm1* REV: TCTCCAACCTGAAGGTCCAC, *Il10* FWR: AGCTGGACAACATACTGC, *Il10* REV: CTTGTAGACACCTTGGGTC. *Foxp3 FWR: CAGCTGCAGCTGCCTACA, Foxp3 REV: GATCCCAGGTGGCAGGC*. Relative quantification was performed based on previously established assay-specific standard curves made with cDNA containing transcripts of the housekeeping gene (β2 M) and the other genes investigated. The relative expression of each target gene was then normalized to the relative expression of β2 M in each sample. Only primers showing comparable efficiency were used. All qPCR reactions were performed in duplicates and average CT was used for relative amount quantification. All qPCR reactions were monitored by melting curve analysis. In all figures containing qPCR data error bars indicate standard deviation amongst biological replicates.

### Antibodies and reagents

The following antibodies (all from Biolegend) were used for cell surface or intracellular staining: Pacific Blue (PB), APC-Cy7 or Alexa Fluor (AF) 700-conjugated anti-TCRβ (H57-597), PB, APC-Cy7-conjugated anti-CD4 (RM4-5), APC-conjugated anti-Thy1.1 (OX-7), PB-conjugated anti-Thy1.2 (53-2.1) PE or APC-conjugated anti-CD44 (IM7), PE or APC-conjugated anti-IL17A (TC11-18H10.1), AF647-conjugated anti-IL17F (9D3.1C8), AF647-conjugated anti-IL17A/F heterodimer (B8KN8R), BV421 or APC-conjugated anti-IFNγ (XMG1.2). APC-conjugated goat anti-mouse Neuropilin-1 (catalog SAB566A) was obtained from R&D systems and APC-conjugated anti-CD25 (PC61), PE or APC-conjugated anti-Foxp3 (FJK-16s), eFluor 450- conjugated antiKi-67 (SolA15), PE–conjugated anti-IL10 (JES5-16E3) from eBiosicences, Inc. Rabbit anti-GFP antibody (catalog 600-402-215 Rockland Immunochemicals) was used to stain Blimp1^*YFP*^ and Foxp3^*GFP*^ reporter cells when intracellular staining for Foxp3 was performed. Zombie Violet™ Fixable Viability Kit (Biolegend) was used for assess live vs. dead status of cells. Foxp3 staining was done using eBioscience Foxp3 staining kit (catalog 42-1403) and BioLegend’s FOXP3 Fix/Perm Buffer Set (catalog #421403). Samples were acquired on a LSRII analyzer (BD Biosciences) and analyzed with FlowJo software (Treestar). For all FACS experiments debris and dead cells were excluded from the analyzed gates.

### Immunoblotting

Immunoblotting were performed with rabbit mAb anti-Blimp1 (clone C14A4; Cell Signaling Technology) and a mouse mAb anti-β-actin (A5441; Sigma-Aldrich). Antibody binding was detected by using SuperSignal West Dura Extended Duration Substrate (Thermo Scientific). Images were acquired on a ChemiDoc XRS (Bio-Rad).

### Intracellular cytokine measurement

Single cell suspension from peripheral organs were stimulated with plate-bound anti-CD3 (5 μg/ml) and anti-CD28 (2.5 μg/ml) for 24 hrs or with PMA (2 ng/ml) and Ionomycin (0.2 ng/ml) for 4 hrs. Brefeldin A was added in the last 6 or 2 hrs of incubation, respectively. Cells were collected, surface stained and fixed with 4% paraformaldehyde followed by intracytoplasmic staining of cytokines.

### Single cell sorting and qPCR

PMA and ionomycin *in vitro*-stimulated CD4^+^ CD25^high^ T cells were single-cell sorted directly into RT-PreAmp Master Mix (Life Technologies). Cell lysis, sequence-specific reverse-transcription and sequence-specific amplification of cDNA were done as previously described^37^ and high-throughput quantitative PCR was done on 96.96 Dynamic Arrays with a BioMark system (Fluidigm San Francisco, CA, USA). Amplification curves were quality filtered-using a threshold of 0.65, and melting curves generated for each reaction were manually inspected as an added quality control step. Cycling threshold (C_T_) values were calculated with BioMark system software for each assay and the same thresholds were used across all experiments. After exclusion of failed reactions, cells in which the expression of at least three different housekeeping genes mRNA was detected were retained for further analysis. All primers (Fluidigm DELTA gene assays) were pre-validate using positive and negative single cells (data not shown). ΔCt values were calculated in reference to the housekeeping genes.

### Histology

At 10–32 wks after birth, mice were sacrificed and colons were removed for histological analysis. Histology samples were stained with H&E and scored by a pathologist in a blinded fashion using the following scoring system: 0=normal; 1=focal inflamamtory cells without ephitelium changes; 2=focal inflmamation w/ ephithelium changes; 3= difuse inflmmmation with epithelium changes/hyperplasia/regeneration/loss of Globet cells; 4= severe difuse inflammation 5= score 4 plus alcerations as previously described.

### In vitro T helper and Foxp3^+^ iTreg differentiation

Naïve CD4^+^ Foxp3^*GFP*−^ CD44^low^ T cells were sorted from spleen and lymph nodes cell suspensions using a FACSAria II fluorescent cell sorter (BD Biosciences). Sorted naïve CD4^+^ T cells were cultured in IMDM with 10% FBS (Omega scientific, Inc) and penicillin/streptomycin (Corning) with plate-bound anti-CD3 (5 μg/ml) and anti-CD28 (2.5 μg/ml). To generate Th1 cells, Naïve CD4^+^ T cells were stimulated with rHuIL-2 (25 U/ml; Roche), IL12 (5 ng/ml; Biolegend) and anti-IL4 antibody (10 μg/ml; BioXcell). For generation of Th17 cells, naïve CD4^+^ T cells were stimulated with IL1β (20 ng/ml; Biolegend), IL23 (50 ng/ml; Biolegend), IL6 (10 ng/ml, Biolegend), anti-IL4 (10 μg/ml), anti-IFNγ antibody (10 μg/ml; BioXcell) and rHuTGF-β1 (5 ng/ml; Biolegend) as previously described^17^. Pathogenic Th17 (pTh17) cells were generated as previously described by Jain *et al*.^18^. Briefly, sorted naïve CD4^+^ T cells were activated with plate-bound anti-CD3 (2.5 mg/ml) and anti-CD28 (1 mg/ml) in the presence of TGF-β (10 ng/ml), IL-6 (100 ng/ml), anti-IFN-γ (10 mg/ml), and anti-IL-4 (10 mg/ml). for 3 days and then rested in the same culture media for another 3 days, followed by re-stimulation with anti-CD3(1 mg/ml) and anti-CD28 (1 mg/ml) in the presence of IL-23 (20 ng/ml) for another 3 days. *In vitro* induced Treg (iTreg) cells were differentiated in the presence of rHuIL-2 (50 U/ml), TGFβ (5 ng/ml) and retinoic acid (10 nM; SIGMA). Expression of Foxp3 in iTreg cultures were usually ≥85% (data not shown) and cells were analyzed in bulk.

### Adoptive transfer of naïve CD4^+^ T cells for generation of Teff and peripheral (p)Treg cells

LNs and spleen were pooled from 8–10 weeks old allotype marked Thy1.1^+^ Ctrl Foxp3GFP reporter mice or Thy1.2^+^ Blimp1CKO CD4^*CRE*^ Foxp3GFP reporter mice. CD4^+^ Naïve (CD4^+^ CD44^low^CD25^−^ Foxp3^*GFP*−^) were sorted and injected (i.p.) on a 1:1 Ctrl/CKO ratio into C57BL/6 RAG1^−/−^ mice (4 × 10^5^ total cells/mouse). Mice were weighed twice a week and inspected for clinical signs of disease (including weight loss, hunched appearance, pilo-erection of fur coat, and loose stool) daily. Mice presenting clinically severe disease (including weight loss, hunched appearance, pilo-erection of fur coat, loose stool and body weight loss equal or greater than 25% of initial body weight) were sacrificed per the CSMC IACUC-approved protocol. At 6–8 wk post-transfer, recipient mice were sacrificed and SP, MLN and LI were isolated for further analysis and/or isolation of CD4^+^ Foxp3^*GFP*+^ pTreg cells and CD4^+^ Foxp3^*GFP*−^ Teff cells.

### RNA Microarray

Total RNA was isolated from sorted (purity ≥ 98%) Ctrl and Blimp1CKOFoxp3^*GFP*+^ pTreg and Foxp3^*GFP*−^ Teff (three biological replicates for each) using Qiagen RNAeasy kits (Qiagen) and RNA quality was assessed with an Agilent Bioanalyzer and a high sensitivity 6000 RNA Pico chip (Agilent, Santa Clara, CA). Only samples with RNA-integrity scores of ≥9.5 were used for further studies. A total of 25 ng of total RNA for each sample was converted and amplified using Ambion’s Illumina Total Prep RNA amplification kit (Austin TX, USA) according to manufacturer’s guidelines and hybridized, washed and labeled on to Illumina MouseWG 6v2 mouse whole-genome bead arrays. For data preprocessing, Illumina Genome Studio software was used to export expression intensity values and the significance of intensity over background signal for each probe of each sample. Genes identified as expressed over background in any two samples were retained for further analysis. Data was normalized by quantile normalization and differential expression analysis was performed by using R package ‘limma’ (v3.30.11). Differential expressed genes with p-value < 0.05 and at least 1.5 fold relative average difference between Ctrl and CKO signals were considered in our comparative analysis of Blimp1-regulated gene expression between Treg and Teff cells. Ingenuity Pathway Analysis (IPA) software was employed to perform comparison analysis of diseases and bio functions (−log10 *p* value cut-off 1.3).

### Statistics

Statistical significance was calculated by Prism (GraphPad Software, Inc., La Jolla, CA). *p* ≤ 0.05 was considered significant. *p* values denoted in figures as follows: ^∗^ *p* < 0.05; ^∗∗^ *p* < 0.01: ^****^ *p* < 0.005

## Electronic supplementary material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

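RNA of sorted CD4+ Foxp3-GFP+ pTreg cells was measured after naive Ctrl and CKO T cells had been transferred together into RAG1-deficient mice. The authors amplified total RNA of each sample and hybridized it to Illumina MouseWG 6v2 arrays. There are 3 arrays of Ctrl and 3 of CKO cells, and samples were grouped by the genotype in their labels. The paper calls them biological replicates. The arrays of Teff cells are not analysed here. The fields of the labels differ on whether the cells are iTreg or peripheral Treg cells and on stimulation, as stated beside the experiment.

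The deposited table holds intensity values on a linear scale, which the authors exported from Genome Studio and quantile normalized, and values below 0 show that background had been subtracted. The column medians are 2.84 on both arrays of replicate 1 and 2.64 to 2.65 on the arrays of replicates 2 and 3. In the array pairs compared within a slide, at least 97.1% of the sorted values are equal within 0.02 intensity units plus 0.1%. On slide 2 these were the pairs with Ctrl replicate 2. Across slides only Ctrl replicates 1 and 2 were compared, and 4.19% of their sorted values are equal. The order of background subtraction and normalization is not given in the sources used here. The detection p-values that the methods used for filtering are not used here.

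All 6 columns were quantile normalized together. The background level of an array was the 95th percentile of its olfactory and vomeronasal receptor probes. Values below it were raised to it, and log2 was taken. The floor was chosen once the unit was known and before any test was run. A group with no array above background gives only a bound, its floor values standing for its level. Of the probes, 34885 have 1 gene symbol, 18 have several and 10378 have none in the annotation used here. Symbols of 34807 probes were checked or updated through their gene identifiers in the RefSeq table of GRCm38.p6, of which no coordinate is given because the array files name no build. Between 32.3% and 38.3% of probes were above background per array, and 3545 genes had more than 1 kept probe, of which the brightest was taken. Probes of a gene can differ: the 2 Foxp3 probes above background had log2 fold changes of 0.03 and -0.80.

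Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes and no block, as the methods name none. Adjusted p-values are Benjamini-Hochberg values over 9593 genes. The words rose and fell are kept for genes at an adjusted p under 0.05, and genes with an unadjusted p under 0.05 and at least 1.5-fold are said to meet the study's thresholds. Of the 30 gene lists, all fixed before the data were examined, 3 hold the genes drawn in Fig. 6B, which the study chose with these samples in hand, and the others were written from general knowledge of T cells. The alternatives except 3 were also fixed before. They were tested with camera at a preset correlation of 0.01, adjusted over the 30 lists, with camera at an estimated correlation and with fry. With a preset correlation 10 lists passed, and with an estimated correlation or with fry 2 passed, both of them lists of genes drawn in Fig. 6B. With the replicate block and an estimated correlation 0 lists passed. Even the 2 lists of genes drawn in Fig. 6B, chosen on these samples, had camera p-values of 0.024 and 0.021 there (adjusted p = 0.31). That setting therefore cannot tell shifted lists from others, and its values given for single lists decide nothing.

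Samples with one number pair: the labels of replicates 2 and 3 give the Ctrl and CKO samples of a number a shared day, the arrays of replicate 1 share a slide, and the deviations of Ctrl and CKO samples of one number from their group means correlated at 0.51, 0.49 and 0.56 over genes. Genes are not independent replicates. A fit with the replicate number as a block is therefore given where it changes the call of a named gene. Counts adjusted over a list alone are from the fit without a block unless the block is named. The genotype effect differed between slides for 0 genes at an adjusted p of 0.05 in limma and for 233 genes at an unadjusted p under 0.05.

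Named genes were chosen by a rule: the genes drawn for pTreg cells in Fig. 6B, whose values there had been seen; Prdm1 and Foxp3; in each direction the 10 largest changes at an adjusted p under 0.05 with one direction in all pairs; up to 4 members per list; and, in the closing section, the Teff genes of Fig. 6B. Il2, Ier2, Pou2af1, S100a8, Eif2s3y and Nrn1 lie outside this rule and were chosen after their values were seen.

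The steps were tested on simulated data of the pTreg comparison, with 200 changed genes, 50 at each of 4 sizes. The fit tested 9679 genes, among them 48, 48, 46 and 44 of those changed 1.5-fold, 2-fold, 4-fold and 8-fold, and the shares below are of all 50. Without a block, 20% of the genes changed 1.5-fold, 74% of those changed 2-fold, 80% of those changed 4-fold and 78% of those changed 8-fold met the study's thresholds, and 0%, 0%, 42% and 66% passed the adjusted p. With the block, 8%, 62%, 78% and 76% passed the adjusted p. Of unchanged genes, 0 passed it without and 9 with the block, and 47 met the study's thresholds without and 152 with the block. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.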

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

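The tests of the neighbours of Thy1 and Prdm1 and of the Treg signature were chosen after the results were seen.

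Among the 10 largest changes in each direction, 16 were in genes that the paper's text and Fig. 6B do not name (the supplementary gene table was not available here), each past a limma adjusted p of 0.05 and in one direction in all 3 pairs. Higher in CKO, on the log2 scale, were Synpo by 3.34, 1700025G04Rik by 2.73, Bcl2 by 2.53, Ercc6l2 by 2.34, Pdlim1 by 2.34, Gypc by 1.76 and Hectd2 by 1.68. Lower in CKO, the log2 fold changes were -3.85 for Ncmap, -3.07 for Gpr83, -3.05 for Sytl2, -3.01 for Ppp1r3b, -2.90 for Il10ra, -2.63 for Izumo1r, -2.56 for Pik3cg and -2.43 for Gm4956, and for Ky -2.47 or lower, a bound since Ky was below background on all CKO arrays. Gm4956 was below background on 2 of 3 CKO arrays and 1700025G04Rik on 2 of 3 Ctrl arrays, so their values depend on the background level. On other probes, which were then the brightest, the change of Bcl2 was 1.48 without CKO replicate 1, 1.56 without replicate 1 and 0.94 without replicate 2. With the slide as a block, of the 7 higher genes only Pdlim1 still passed, the adjusted p of the others lying between 0.0506 and 0.082, and of the 9 lower genes only Il10ra no longer passed.

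Of the 21 genes of the Treg signature 20, 18 and 17 were lower in CKO in the pairs of replicates 1, 2 and 3, and a biological explanation from the design is the genotype. Separate normalization of the 2 slides would leave no shift within a pair, since each pair lies on 1 slide, and the median was at most -0.57 in every pair, with a camera adjusted p of 1.5e-06 at the preset correlation on slide 2 alone. Over all arrays the list did not pass at an estimated correlation (camera adjusted p = 0.26) or with fry (0.077). With the replicate block and an estimated correlation it had 0.31, which decides nothing, since no list passed in that setting. At the sort purity of at least 98% that the paper states, which was not measured on these arrays, cells without Foxp3-GFP in the CKO sorts would change the log2 value of a gene by at most -0.03. The mean of the 3 pair medians was -0.73 (SD 0.14, n = 3), which is more than such cells would give if the stated purity holds. Whether it holds is uncertain, since the myeloid marker S100a8 had 20847 in Ctrl and 15919 in CKO of replicate 3. Myeloid markers had medians of -1.43, 0.18 and -0.63 in the 3 pairs, so they were not higher in CKO throughout. More cells without Foxp3-GFP in the CKO sorts than stated therefore stay open. Cells that had lost Foxp3 expression remain an open explanation. One Foxp3 probe had a log2 fold change of 0.03 (standard error 0.51, and 0.25 with the replicate block) and the other -0.80 (standard error 0.35), against a median of -0.75 for the other signature genes.

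Ctrl and CKO donors carried different Thy1 alleles, and the CKO donors a floxed Prdm1, so genes near these loci may differ by strain. Of the 200 tested genes nearest to Prdm1 on chromosome 10, 11.5% met the study's thresholds against 7.34% of the others (odds ratio 1.64, 95% interval 1.01 to 2.56, Fisher's exact p = 0.039, and 0.078 adjusted over both loci), and 2.81% of windows of that size reach this count. Changed genes on that chromosome had been noticed before this test was chosen. After its result was seen, the rule was made stricter. The excess also had to pass, adjusted over both loci, without the genes at an adjusted p under 0.05. Without the genes at an adjusted p under 0.05 from limma the odds ratio was 1.63 (Fisher's exact p = 0.037, and 0.075 adjusted over both loci), so a strain difference around Prdm1 cannot be told apart from chance either way. Near Thy1, on chromosome 9, 10.0% met the thresholds (odds ratio 1.40, Fisher's exact p = 0.17), and 11.4% of windows reach this, so a strain difference there cannot be told apart from chance. Of the named genes that met the thresholds, Il10ra, Cxcr5 and Pou2af1 are among the genes near Thy1, and Myb, Pfkl and Vsir among those near Prdm1, so a strain difference stays open for each of them. Among the genes that fell, Gpr83, Izumo1r and Ky also lie on chromosome 9, outside the 200 genes nearest to Thy1. Gpr83 and Izumo1r are the 2 genes of the Treg signature that fell. Whether a strain difference reaches that far was not tested. Genes that Blimp1 regulates could also lie near either locus, which was not tested.

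The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 26 genes at an adjusted p under 0.05 and the highest other split 0 (1 split as large), 712 and 863 at the study's thresholds (3 splits as large), and 10 and 13 shifted lists (4 splits as large). Both splits with more genes at the study's thresholds keep both arrays of replicate 1, which fill slide 1 here, together with 1 array of replicate 2. Among the splits that part all 3 pairs, the others gave 85 to 113 genes at the study's thresholds and, with the replicate block, 157 to 282 against 1154 for the real split. Their shifted lists numbered 10, 7 and 2, so 1 of them shifted as many lists as the real split.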

How the results depend on the processing

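The tests with a floor at 1 intensity unit, with the deposited normalization and slide as a block, and with the block on replicates 2 and 3 only were chosen after the data were seen. Genes at the study's thresholds, 712, numbered 343 with log2(value + 50), 1224 with each probe counted by itself, 1154 with the replicate block and 1172 with that block on replicates 2 and 3 only, and 590 to 745 when an array or a pair was left out. The share lower in CKO stayed between 53.8% and 65.6% in all settings, and between 55.1% and 63.1% when an array or a pair was left out. Genes at an adjusted p under 0.05, 26, numbered 48 with log2(value + 50), 150 without the filter, 183 with the replicate block, 16 with slide as a block, 0 on slide 2 alone, 4 with the floor at 1 and 3 with the block on replicates 2 and 3 only. Leaving out an array or a pair gave 0 to 10, with fewer arrays, and where limma gave 0, on slide 2 alone (that is, without replicate 1) and without replicate 3, an unadjusted p under 0.05 was passed by 611 and 590 genes. The cause of the other shifts was not tested. All 26 were among the 183 of the block. Shifted lists, 10, numbered 18 without the filter, 2 with an estimated correlation, 2 with fry, and 8 to 18 when an array or a pair was left out. The lists of the Treg signature, effector Treg, Tfh, cytoskeleton and interferon genes passed in camera at the preset correlation in each of 27 settings, and none of these 5 passed with an estimated correlation or with fry. The naive and memory list failed in 13, glycolysis in 9 and T cell receptor signalling in 4. Without CKO replicate 3 the cell cycle list turned lower and passed (camera adjusted p = 9.97e-04 at the preset correlation, up to 0.947 without other arrays), but not with an estimated correlation (adjusted p = 0.52) or with fry (0.59). None of the 26 genes at an adjusted p under 0.05 changed its sign in any setting. Among the 93 named genes with a value, 8 uncalled ones did in some setting, and uncalled genes that are not named were not counted. With the mean of probes, Foxp3 was -0.38 and Slamf1 -0.036. Il1b was 0.32 on slide 2, with array weights and with the block on slide 2, and Il6 was 0.24 with the floor at 1. When arrays or pairs were left out, the log2 fold change ranged from -0.37 to 0.53 for Foxp3, -0.21 to 0.42 for Slamf1, -1.56 to 0.65 for Il1b, -2.29 to 0.87 for Xist, -0.54 to 0.12 for Il6, -0.11 to 0.37 for Ubash3a, -0.018 to 0.52 for Cyp11a1 and -0.27 to 0.13 for Pou2f2. With the slide as a block 14 of the 26 genes were among the 16. Beyond the genes and lists given, the replicate block changed the call of Pecam1 (0.041) and of no other named gene. Lists could not be tested with each probe by itself. Genes near background, such as Maf, are limited by signal.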

Differences from the paper's values

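The paper gives 366 genes for pTreg cells at its thresholds, 234 lower and 132 higher, and the values here are 712, 416 and 296. Of 25 alternatives set before the data were examined, log2(value + 50) came within 1.5 times of each, with 343, 225 and 118, and the count of lower genes also did on slide 2 alone, without replicate 1 and without replicate 3. The others did not.

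A fold is said to differ here when one value is more than 1.5 times the other and, for genes with no array at the floor, their log2 values also differ by more than the SD of the 3 pairs. In Fig. 6B, read by eye, Batf3 is about 5.3-fold higher, and here it was 15.5-fold higher, with 1 Ctrl array at the floor. With log2(value + 50) it no longer differed, and with the other 24 alternatives it did. Prdm1 is about 3.0-fold higher in Fig. 6B, read by eye, and 14.2-fold here, and it differed in all 25 alternatives, from 6.39-fold to 20.1-fold. Several alternatives, such as the blocks, the other priors, no filter and the ratio of linear means, left the recorded folds of Batf3, Prdm1 and Grap2 unchanged. Those alternatives therefore did not test these differences. Grap2 is about 1.6-fold lower in Fig. 6B, read by eye, and 3.14-fold here; with log2(value + 50) (1.45-fold), and within the SD of the pairs without CKO replicate 3 (2.64-fold) and without replicate 3, the values no longer differed.

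The paper draws Maf and Tbx21 among genes lower in pTreg cells at its thresholds, and here both were lower, with log2 fold changes of -0.38 and -0.64, without meeting them. Maf met them without Ctrl replicate 1, and Tbx21 without the filter, with the replicate block, with the slide as a block, with a trended prior, with array weights and without Ctrl replicate 1. Among the alternatives chosen after the values were seen, Maf and Tbx21 met them with the replicate block on replicates 2 and 3 only, and Tbx21 also as deposited with the slide as a block. It also draws Tcf7 and Cd5, which were not tested here. The other 16 measured genes of the pTreg bars met the thresholds in the drawn direction.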

Other observations

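Further T cell genes, some of them also members of the groups above, differed at the study's thresholds in CKO pTreg cells. Among 36 measured early response genes of activated T cells, 3 were lower and 1 was higher at those thresholds, and 1 was lower and 1 higher when adjusted over the list alone (camera, adjusted p = 0.099, and 0.030 with the replicate block; with that block and an estimated correlation 0.69, and 0.50 with fry). The chemokine gene Xcl1 had intensities of 5097 ± 1939 in Ctrl and 15913 ± 4480 in CKO, Ccl3 had 12680 ± 7084 and 4419 ± 1471, and Zfp36, which destabilizes cytokine mRNA, had 2049 ± 459 and 798 ± 111 (SD, n = 3 each). Their adjusted p-values from limma with the replicate block were 0.027, 0.049 and 0.024. Ccl3 was 2.57-fold lower, and 3.97-fold lower without Ctrl replicate 2. Among 9 co-inhibitory receptors, which include Ctla4 of Fig. 6B, Cd160 had 1286 ± 661 in Ctrl and 3384 ± 1854 in CKO and Vsir 299 ± 61.1 and 193 ± 43.0 (SD, n = 3 each; camera, adjusted p = 0.26). Of 13 Th1 genes, 3 were lower and 2 higher at the study's thresholds, and none was lower and 1 higher, Stat4, when adjusted over the list alone. Stat4 and Tbx21 are drawn in Fig. 6B, so their direction is not independent evidence. The list had a median log2 fold change of -0.56 and did not pass in camera (adjusted p = 0.12). Among its members Ccl4 had a log2 fold change of -0.82 and Cxcr3, which is also the higher gene of the effector Treg list, one of 0.92, with Cxcr3 at 966 ± 302 in Ctrl and 1829 ± 573 in CKO (SD, n = 3 each). The lists of Th2 genes and of chemokine receptors had adjusted p-values of 0.34 and 0.74, the latter toward lower values with a median of -0.11 and a mean of 0.04, and cell cycle genes one of 0.63.

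The genes drawn for Teff cells alone in Fig. 6B were measured in pTreg cells too. Without a block none of these 10 had an unadjusted p under 0.05 in limma. Lat2 (2.17-fold lower, unadjusted p = 0.0038), Bcl11b (1.53-fold lower, 0.025) and Ccng2 (1.53-fold lower, 0.028) met the study's thresholds in the fit with the replicate block, and none passed the adjusted p over all genes (1 lower when adjusted over the list alone). Lat2 had the largest difference, with 152 ± 107 in Ctrl and 64.0 ± 30.4 in CKO (SD, n = 3 each), and was 3.25-fold lower without Ctrl replicate 2, and the list had a camera adjusted p of 0.23.

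Markers of other cells were measured on the sorted samples. Of 15 myeloid markers, 12 were lowest in the pair of replicate 2. S100a8 had intensities of 14068 and 8260 in Ctrl and CKO of replicate 1, 1865 and 1083 in replicate 2 and 20847 and 15919 in replicate 3. The camera adjusted p-values for the difference between genotypes were 0.60 for B cell markers, 0.35 for CD8 T cell and NK cell markers, 0.088 for erythroid markers, 0.22 for epithelial and stromal markers, 0.69 for sex-linked genes and 0.75 for housekeeping genes. Xist, which female cells express, had intensities of 323 and 106 in Ctrl and CKO of replicate 1, 343 and 328 in replicate 2, and was at the background level in replicate 3. The Y-linked gene Eif2s3y had 41.9 and 124 in replicate 1, was at the background level in replicate 2, and had 226 and 194 in replicate 3.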
